# c-myc regulates the sensitivity of breast cancer cells to palbociclib via c-myc/miR-29b-3p/CDK6 axis

**DOI:** 10.1038/s41419-020-02980-2

**Published:** 2020-09-15

**Authors:** Wenfei Ji, Wenwen Zhang, Xin Wang, Yaqin Shi, Fang Yang, Hui Xie, Wenbin Zhou, Shui Wang, Xiaoxiang Guan

**Keywords:** Breast cancer, Prognostic markers

## Abstract

Palbociclib, a CDK4/6 inhibitor, has been granted accelerated approval by US FDA for hormone receptor-positive HER2-negative metastatic breast cancer. To determine potential biomarkers of palbociclib sensitivity to assist in patient selection and clinical development, we investigated the effects of palbociclib in a panel of molecularly characterized breast cancer cell lines. We quantified palbociclib sensitivity and c-myc expression in 11 breast cancer cell lines, 124 breast cancer samples, and The Cancer Genome Atlas database. We found non-TNBC subtypes were more sensitive to palbociclib than TNBC. Activation of c-myc led to differential palbociclib sensitivities, and further inhibition of c-myc enhanced palbociclib sensitivity. Moreover, we identified for the first time a c-myc/miR-29b-3p/CDK6 axis in breast cancer that could be responsible for c-myc-induced palbociclib insensitivity, in which c-myc activation resulted in downregulation of miR-29b-3p, further activated CDK6 and inhibited cell-cycle arrest at G_1_ phase. Moreover, downregulated (inactived) c-myc-induced oncogenic addiction could increase palbociclib efficacy, using both Xenograft model and patient-derived tumor xenograft (PDTX) model. Our finding extends the concept of combined blockade of the CDK4/6 and c-myc signaling pathways to increase palbociclib sensitivity, making c-myc a promising biomarker for palbociclib sensitivity in breast cancer.

## Introduction

Breast cancer is the most common malignancy, the second most common cause of cancer deaths among women^1^. Great advances have been made in the understanding of this malignancy, and several molecular characteristics of breast cancer have been identified^2,3^. Such a molecular understanding has paved the way for the treatment of breast cancer by targeting specific pathogenic molecular alterations. For example, dysregulation of cell-cycle control has been implicated in human malignancies, including breast cancer^4^, and research on cell-cycle control has allowed identification of attractive targets for novel breast cancer therapeutics. Palbociclib is an orally active and highly selective inhibitor of CDK4 and CDK6 kinases, which could block the phosphorylation of retinoblastoma (Rb), subsequently preventing progression of the cell cycle from G_1_ into the S phase in the Rb-positive cells of various tumor types^5–7^.

Preclinical evidence indicated that palbociclib could cause tumor regression, leading to a net decrease in tumor burden^5^. Based on results of the randomized clinical trials, palbociclib has shown impressive progression-free survival (PFS) improvement, when combined with an endocrine treatment in patients who are both endocrine sensitive and endocrine resistant. The trials, known as PALOMA-1 and PALOMA-2, compared palbociclib plus letrozole with letrozole alone in patients who had not previously received endocrine therapies, and the result showed that a longer PFS in the palbociclib-letrozole group^8,9^. Similarly, in the PALOMA-3 trial, for both HR-positive and HER2-negative advanced breast cancer patients who had previously received endocrine therapies, palbociclib plus fulvestrant also resulted in a longer PFS than fulvestrant alone^10^. On the basis of these intriguing results, palbociclib received the FDA-accelerated approval for luminal HER2 negative breast cancer, both as an initial endocrine-based therapy for metastatic breast cancer and in combination with fulvestrant after progression, following an endocrine therapy for advanced breast cancer.

An intact or overactive Rb pathway occurs more frequently in the luminal or HER2-amplified breast cancer. Preclinical evidence demonstrated that these breast cancer subtypes were more sensitive to CDK4/6 inhibitors^11^, which provides the basis for the application of CDK4/6 inhibitors in these tumors. Besides, combination of CDK4/6 inhibitors and other small molecule inhibitors are also explored in hormone receptor-positive breast cancer, including BCL2 inhibitor ABT-199 (venetoclax)^12^, FGFR tyrosine kinase inhibitor (TKI) lucitanib^13^, mTORC1/2 inhibitors^14^, PI3K inhibitors^15^, and AR antagonist enzalutamide^16^. In contrast, triple-negative breast cancer (TNBC), has been considered less likely to respond to CDK4/6 inhibitors^17^. The Rb loss might partially explain the intrinsic resistance to CDK4/6 inhibitors in TNBC^18^; however, molecular alterations associated with the resistance to CDK4/6 inhibitors in this aggressive BC subtype have not been thoroughly elucidated yet. To better elucidate other potential molecular alterations that contributes to the difference in the sensitivity to palbociclib between luminal or HER2-positive breast cancer and triple-negative breast tumors, we therefore explored the effects of palbociclib in a panel of human breast cancer cell lines representative of different breast cancer subtypes.

## Results

### TNBC expressed a high level of c-myc and insensitive to palbociclib than non-TNBC

A panel of 11 human breast cancer cell lines representing of luminal, HER2-positive breast cancer, or TNBC were treated with Palbociclib. The calculated IC_50_ for each of the cell lines and their molecular classification were determined (Fig. 1a). Among these 11 breast cancer cell lines, the luminal or HER2-positive ones were the most sensitive subtypes, whereas TNBC were the most resistant cell lines. Next, we investigated the expression of genes implicated in cell cycle and ER signaling from The Cancer Genome Atlas (TCGA) datasets containing 423 breast cancer cases. A set of 223 genes was identified, and their expression levels were further evaluated between TNBC and non-TNBC patients (*P* < 0.05 and fold change > 1.5). The top highly expressed genes are indicated in Fig. 1b. Given that palbociclib blocks cell cycle at G_1_/S phase, we focused on genes that could critically implicate in the G_1_/S transition. Five of these biomarkers (CCNA1, CDC25A, E2F2, E2F3, and c-myc) with significantly altered expression in TNBC cases were selected. Among these, c-myc, as a potential activator of oncogenic transcription programs, was strongly expressed in TNBC cell lines, but less expressed in luminal or HER2-positive cell lines (Fig. 1c, and Supplementary Fig. 1a–d). Next, we examined the expression levels of c-myc by using immunohistochemical staining in 124 breast cancer tissue microarrays (Fig. 1d, Supplementary Table 1). We found c-myc expression was indeed more enriched in TNBC patients (Fig. 1d, e). Based on the aforementioned findings, we interrogated whether the overexpression of c-myc, which was differentially expressed among breast cancer subtypes, might play an important role in palbociclib insensitivity in TNBC patients. Thus, we further evaluated the effect of c-myc inhibition in palbociclib sensitivity on MCF-7 and MDA-MB-231 cells. As shown in Fig. 1f, the inhibition of c-myc sensitized cells to CDK4/6 inhibitor palbociclib in MDA-MB-231 cells, while c-myc-overexpressed MCF-7 cells showed resistance to palbociclib. Taken together, our data suggest that c-myc is expressed at higher levels in TNBC and may be a feasible target to induce palbociclib activity.

**Fig. 1:**
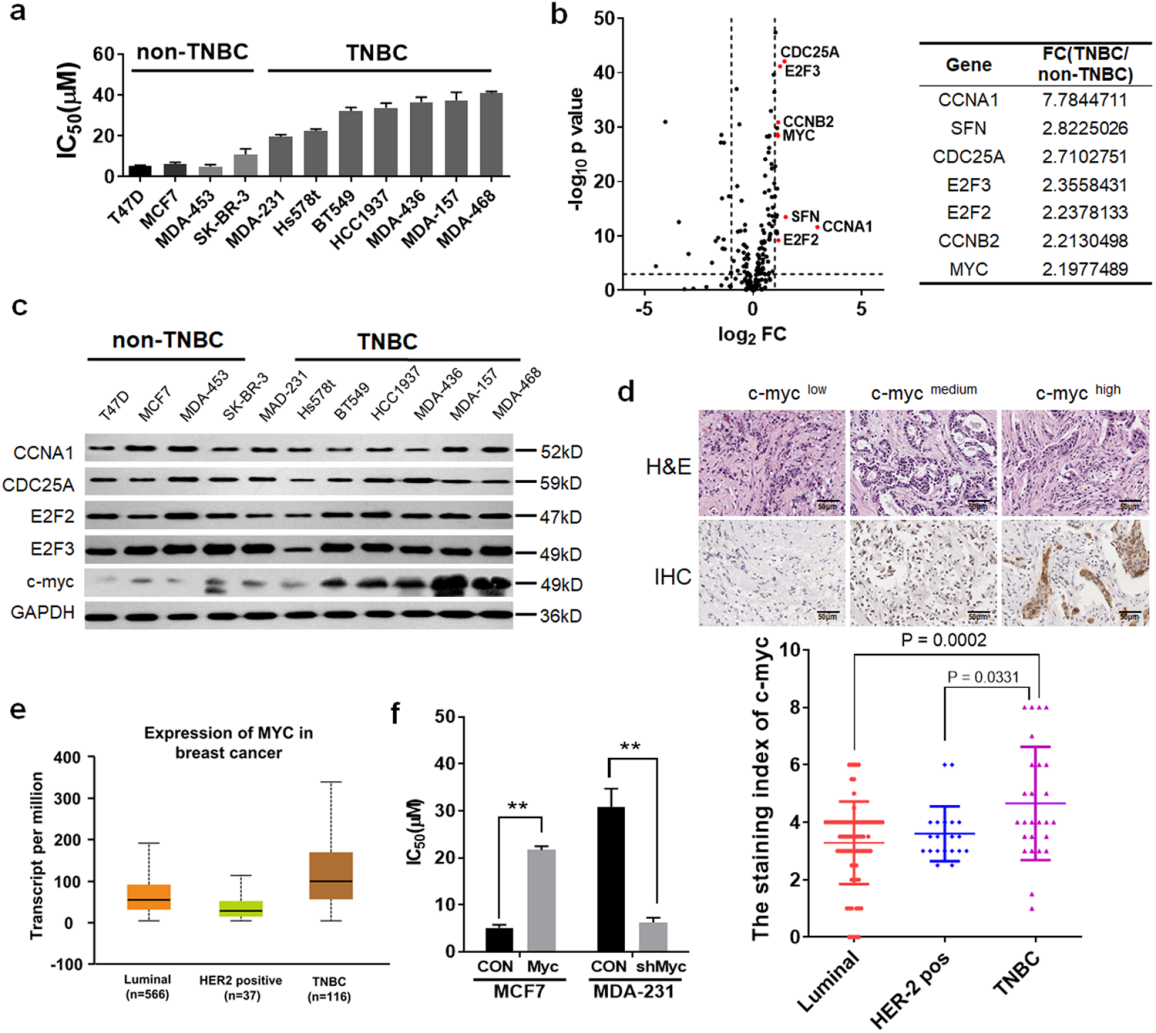
TNBC expressed a high level of c-myc and is insensitive to Palbociclib than non-TNBC. **a** Half-maximal inhibitory concentration (IC_50_) of palbociclib for 11 human breast cancer cell lines were calculated based on the results of CCK-8 assay. **b** Left shows volcano plot comparing the *P* value versus fold change for genes from TNBC relative to non-TNBC patients. The vertical lines correspond to 2.0-fold up and down, and the horizontal line represents a *P* value of 0.001. Genes labeled in red represent the significantly expressed genes. Right illustrates the top 10 highly expressed genes in TNBC compared to non-TNBC patients. **c** Western blot analysis of lysates from 11 human breast cancer cell lines. **d** Up: representative immunohistochemical staining of c-myc low, medium, or high expression. Down: expression of c-myc by immunohistochemical staining in 124 breast cancer samples in tissue microarrays. **e** C-myc mRNA expression in luminal (*n* = 566), HER2 positive (*n* = 37), and triple-negative (*n* = 116) breast cancer samples from The Cancer Genome Atlas (TCGA) database. **f** IC_50_ values for MCF-7 cell transfected with c-myc plasmid and MDA-MB-231 cell transfected with c-myc shRNA treated with palbociclib for 48 h. Representative images and data based on three independent experiments. Error bars indicate mean ± standard deviation.

### Inhibition of c-myc expression induces palbociclib sensitivity

Next, we focused on the role of c-myc expression in the palbociclib sensitivity. Given the benefits associated with targeted cancer therapies (Fig. 1f), we sought to identify if mycro-3, a novel and selective c-myc inhibitor, might be effective in breast cancer cells. We used a fixed ratio model of combination therapy to further study the synergistic effect of mycro-3 and palbociclib. We utilized the combination ratio (1:1) and then calculated the combination index (CI). The combination index vs. fraction affected plot (CI vs. Fa plot) showed that all the CI values in both MCF-7 and MDA-MB-231 cells were below 1, which indicates that the combination of these two drugs had a significant synergistic effect (Fig. 2a). We also treated cells with increasing concentrations of mycro-3 and palbociclib, and both two cell lines exhibited additive to synergistic effects (Fig. 2b). In addition, we also found that combination of palbociclib and c-myc inhibition (mycro-3 or shMYC transfection) could induce synergistic growth inhibition, increased sub-G_1_ cell-cycle population, and cell migration (Fig. 2c, d and Supplementary Fig. 2). At the same time, c-myc overexpression attenuated the G_1_ cell-cycle arrest of palbociclib in MCF-7 cells (Fig. 2c). Collectively, our data suggest that strategies of inhibiting c-myc could suppress cancer progression and increased palbociclib sensitivity.

**Fig. 2:**
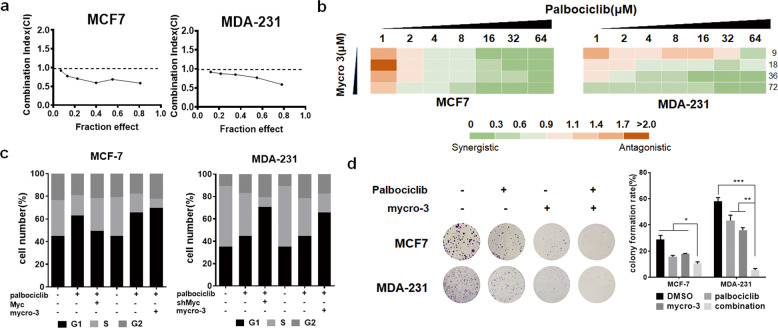
Inhibition of c-myc expression induces palbociclib sensitivity. **a** MCF-7 and MDA-MB-231 cells were treated with the combination of palbociclib and mycro-3. The dose radio of palbociclib and mycro-3 was 1:1. Cell viability was investigated by Cell Counting kit-8 assay. CI vs. Fa plot (combination index vs. fraction affected) for cell viability data are shown. The CI values were calculated by Compusyn software. CI values below 1 are considered to have a synergistic interaction. **b** MCF-7 and MDA-MB-231 cells were treated with 1–64 µM palbociclib combined with a constant dose of mycro-3 (9, 18, 36, 72 µM) for 48 h. CI values calculated by Compusyn software are shown. **c** Cell-cycle analysis of MCF-7 and MDA-MB-231 cells 48 h after treatment with the indicated drugs, Myc plasmid, or shMyc transfection. **d** Colony formation assays of MCF-7 and MDA-MB-231 cells 14 d after treatment with DMSO or the indicated drugs. Colonies were counted and captured. Representative images and data based on three independent experiments. Error bars indicate mean ± standard deviation.

### Palbociclib-induced miR-29b-3p is negatively regulated by c-myc

MicroRNAs (miRNAs) play crucial roles in regulating cancer biology, including proliferation, apoptosis, and drug resistance^19^. Our previous studies have identified several miRNAs associated with the sensitivity of breast cancer to multiple drugs, including tamoxifen^20^, olaparib^21^, saracatinib^22^, and lapatinib^23^. 

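MiRNA levels of 4 human breast cancer cell lines were measured untreated and after 48 h with 4 µM palbociclib, an inhibitor of CDK4 and CDK6. MDA-MB-231 and Hs578t are triple-negative lines that the paper groups as insensitive to palbociclib. SK-BR-3, a HER2-positive line, and MCF-7, a luminal line, are grouped as sensitive. Small RNA was labelled with Cy5 and hybridized to 8 single-colour arrays, 1 for each line and condition, so the cell lines were the replicates and no line could be tested on its own. Each array held 9048 spots, with 3 spots for each of 2539 human miRNA probes, and the authors' processed table left out 1217 of these. The deposited scanner files gave the raw intensity of each spot with no background value. In the file deposited for untreated MCF-7, 9048 of 9048 spots were identical to those of MCF-7 with palbociclib. Untreated MCF-7 values were therefore taken from the authors' processed table, where that sample held whole numbers on the intensity scale, and the other 7 arrays from their scanner files. Raw intensities were averaged over the spots of a probe on the log2 scale. The averages were corrected by normexp with an offset of 50, put on the log2 scale and quantile-normalized between arrays. A miRNA counted as detected above the median of the empty spots plus 2 robust SD, an intensity of 111 to 114, which held for 1178 to 1259 of the table's miRNAs on each array and for 1095 on all 8. The SD between the 3 spots of a probe had a median of 0.05 on the log2 scale of raw intensity, and the number of arrays limited the precision of every comparison. Lines are named as the deposited labels name them, and miR-4728-3p, encoded in the HER2 gene, had mean log2 levels of 9.56 to 9.65 in all 4 lines and so did not show which samples were SK-BR-3.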

To investigate whether miRNAs were associated with palbociclib sensitivity, we used microarray to establish differential miRNA expression profiles between palbociclib-sensitive cells and palbociclib-insensitive cells after palbociclib treatment. The hierarchical clustering of differential expressed miRNAs was illustrated in Fig. 3a. 

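Cell identity set the miRNA profile of each array more than palbociclib did. The untreated and treated arrays of each line had a Pearson r of 0.991 to 0.997 across the 1095 miRNAs detected on all arrays, whereas arrays of different lines had 0.947 to 0.978. In average-linkage clustering each line's pair of arrays joined first, MDA-MB-231 then joined SK-BR-3 at a mean r of 0.977, and MCF-7 and Hs578t joined after them. The changes with palbociclib grouped the lines otherwise. Across the same miRNAs, the changes in SK-BR-3 and MCF-7 had a Pearson r of 0.585 and a Spearman rho of 0.633, those in MDA-MB-231 and Hs578t an r of 0.143, and those in Hs578t and MCF-7 an r of -0.32. These are the highest, the next highest and the lowest of 6 pairs of lines, and miRNAs on an array are not independent replicates. The treated array also had fewer detected miRNAs than the untreated one in SK-BR-3 (1214 against 1254) and MCF-7 (1178 against 1237). The numbers hardly differed in MDA-MB-231 (1193 and 1194) and Hs578t (1256 and 1259).

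**Figure D1:**
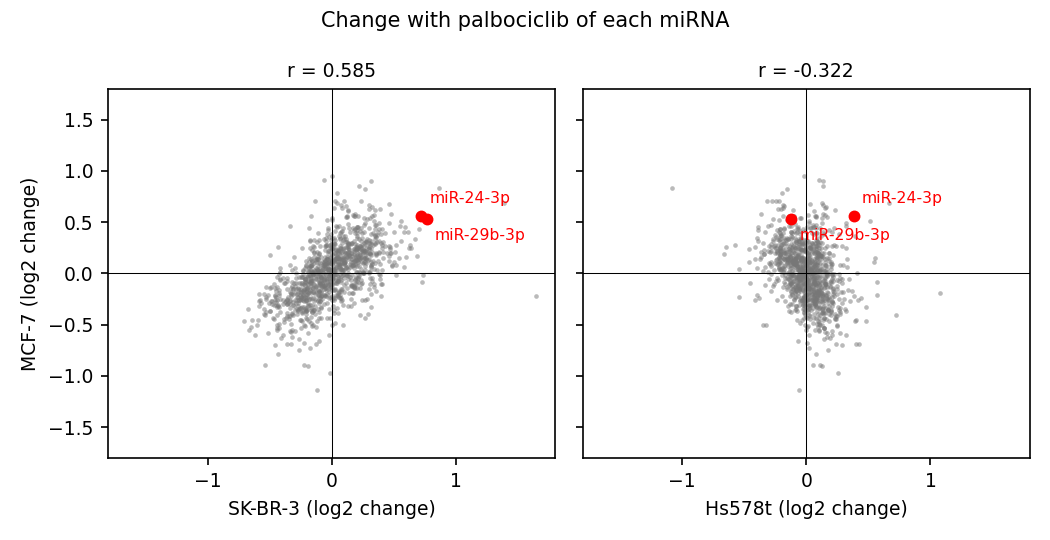
Log2 change with palbociclib of each of 1095 miRNAs, in SK-BR-3 (left) or Hs578t (right) on the x axis and in MCF-7 on the y axis. Each point is 1 miRNA, with miR-29b-3p and miR-24-3p in red.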

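Most miRNAs stayed close to their untreated level. The log2 change lay within 0.5 of 0 for 98.9% of the miRNAs detected in MDA-MB-231, 98.8% in Hs578t, 95.3% in SK-BR-3 and 91.6% in MCF-7. In SK-BR-3 the largest higher values with palbociclib were those of miR-7704 (log2 1.65), miR-6738-5p (1.38), miR-6763-5p (0.87), miR-141-3p of the epithelial miR-200 family (0.81) and miR-29b-3p, and the largest lower values those of miR-6745 (-0.70), miR-2277-5p (-0.70), miR-4753-5p (-0.67), miR-1298-3p (-0.66) and miR-513b-5p (-0.65). In MCF-7, miR-7113-5p (log2 0.95), miR-933 (0.91), miR-4655-3p (0.90), miR-1185-1-3p (0.85) and miR-6763-5p were highest, and miR-4786-5p (-1.40), miR-505-5p (-1.14), miR-6512-5p (-0.97), miR-4691-3p (-0.94) and miR-3131 (-0.90) lowest. In MDA-MB-231, miR-1228-3p was higher by 1.18, miR-6511a-3p by 0.82, miR-370-3p by 0.58, miR-138-5p by 0.51 and miR-6883-3p by 0.50, while miR-6752-5p (-1.61), miR-8059 (-1.19), miR-7704 (-1.13), miR-6763-5p (-0.93) and miR-6887-3p (-0.82) were lower. In Hs578t, miR-363-5p (log2 1.08), miR-4485 (0.72), miR-6738-5p (0.67), miR-1228-3p (0.57) and miR-668-3p (0.57) were higher, and miR-6763-5p (-1.08), miR-6736-3p (-0.66), miR-6877-3p (-0.65), miR-1304-3p (-0.59) and miR-6879-3p (-0.57) lower. With 1 array per condition these changes were not tested. For miR-7704, miR-6738-5p and miR-6763-5p the spots of a probe disagreed by about as much as the change itself or more in SK-BR-3. The SDs between spots, joined over both arrays on raw log2 intensity, were 1.62, 1.79 and 1.76. The same held for miR-6738-5p (1.601) and miR-6763-5p (0.93) in Hs578t and for miR-6511a-3p (1.24) and miR-6887-3p (0.89) in MDA-MB-231. By the median of the spots, in MDA-MB-231 miR-6752-5p and miR-7704 were higher, not lower (0.54 and 0.02), miR-6763-5p had a change of 0.00, miR-6887-3p one of -0.27 and miR-6511a-3p one of 0.41.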

Differential expression of two miRNAs (miR-29b-3p and miR-24-3p) between palbociclib-sensitive cells and palbociclib-insensitive cells was detected. Both two miRNAs showed upregulation in MCF-7 and SK-BR-3 cells after treatment with palbociclib, whereas this upregulation was not observed in MDA-MB-231 and Hs578t cells (Fig. 3b). 

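The changes in miR-29b-3p and miR-24-3p with palbociclib were larger in the sensitive than in the insensitive lines, by less than the test across all miRNAs could call. The change in miR-29b-3p, which targets CDK6, was larger in SK-BR-3 and MCF-7 than in MDA-MB-231 and Hs578t by 0.61 on the log2 scale (standard error 0.16, 95% confidence interval 0.22 to 1.00), with an adjusted p of 0.152 from limma. For miR-24-3p the difference was 0.33 (standard error 0.13, interval 0.02 to 0.64, adjusted p = 0.208 from limma). In both cases each sensitive line lay above each insensitive line, as 1 in 6 arrangements of 4 lines would by chance. The paper names both miRNAs from these same arrays, so neither this share nor the intervals allow for that choice. Of 1252 miRNAs tested, 1 passed an adjusted p of 0.05 from limma. This was miR-6763-5p, which was higher with palbociclib in both sensitive lines and lower in both insensitive lines (difference 1.86, standard error 0.12, adjusted p = 0.00536). Its spots disagreed by over 2-fold on 4 arrays, with intensities of 20534, 4426 and 2281 in untreated SK-BR-3. In MDA-MB-231 with palbociclib they were 8528, 8547 and 1149. The change of miR-6763-5p in that line was -0.93 here and -0.17 in the authors' table. Its difference was 1.89 with the median of the spots (adjusted p = 0.187) and 1.82 in the authors' table (adjusted p = 0.111), and 1.86 with no replicate block for the line (adjusted p = 1), all from limma. At an unadjusted p under 0.05 limma gave 281 miRNAs, of which 118 were higher and 163 lower in the sensitive lines, and the methods' t-test gave 164 at that level and 0 after adjustment. Next by p came miR-4684-3p (difference -0.90), miR-6739-5p (-0.88), miR-1298-3p (-0.79), miR-1973 (-0.90), miR-6864-5p (-0.67), miR-6782-5p (-0.64), miR-513b-5p (-0.66), miR-6754-3p (0.66) and miR-7515 (-0.62), each with an adjusted p of 0.122 from limma and both sensitive lines on the named side of both insensitive lines. The count depended on single lines: it was 24 without SK-BR-3, 2 without MCF-7 and 0 without MDA-MB-231 or without Hs578t.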

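In several groups of miRNAs, written down beforehand, the median change with palbociclib was larger in both sensitive lines than in both insensitive ones, though the call depended on the test. Of 13 groups tested camera with a preset correlation called 5, but 0 with an estimated correlation (lowest adjusted p = 0.369), 1 without SK-BR-3, 3 without MDA-MB-231, 8 without MCF-7 and 0 with no replicate block for the line. MiRNAs numbered up to 200 and the let-7 family, the class most of their members belong to, were higher for 79.5% of members in SK-BR-3, 70.6% in MCF-7, 65.5% in Hs578t and 60.4% in MDA-MB-231, and the difference between lines was not tested. MiRNAs that MYC represses, such as the let-7, miR-26, miR-29 and miR-30 families, had a median log2 change of 0.41 in SK-BR-3 and 0.25 in MCF-7, against 0.03 in MDA-MB-231 and 0.11 in Hs578t. The change was larger in the sensitive lines for 20 of 20 members, least for let-7g-5p (difference 0.08) and miR-150-5p (0.10), and the group was called by camera with a preset correlation (adjusted p = 0.0012, but adjusted p = 0.369 with an estimated correlation). Known regulators of CDK6 had medians of 0.51 in SK-BR-3, 0.31 in MCF-7, 0.04 in MDA-MB-231 and 0.08 in Hs578t, and 10 of 10 members changed more in the sensitive lines (camera adjusted p = 0.0012, adjusted p = 0.369 with an estimated correlation). Of these, 0 passed over all miRNAs and 3 passed when adjusted over the list alone. They were miR-29b-3p, let-7a-5p (difference 0.41) and miR-34a-5p (0.44), and miR-34a-5p was detected in the sensitive lines alone. MiR-29b-3p and let-7a-5p are among the miRNAs the paper names from these arrays, so their passing is not independent evidence. The MYC-activated miR-17-92 cluster and its paralogs also had higher medians in SK-BR-3 (0.24) and MCF-7 (0.25) than in MDA-MB-231 (-0.05) and Hs578t (-0.04), with 12 of 12 members on that side, most for miR-20a-5p and miR-19b-3p (both 0.44) and least for miR-18a-5p (0.01) (camera adjusted p = 0.00325, adjusted p = 0.369 with an estimated correlation). Among random lists of that class alone its median lay at the 52.2 percentile in SK-BR-3 and 89.6 in MCF-7, and that of the let-7 family at 94.7 and 81.7. Larger changes in the sensitive lines were also found in the overlapping E2F-activated miRNAs (12 of 12, camera adjusted p = 0.00751, adjusted p = 0.369 with an estimated correlation) and the let-7 family (9 of 9, camera adjusted p = 0.0394, adjusted p = 0.385 with an estimated correlation). These counts of members compare the mean of the sensitive lines with that of the insensitive lines, not each line. Of 9 let-7 members, 9 were higher with palbociclib in SK-BR-3, 5 in MCF-7, 8 in Hs578t and 4 in MDA-MB-231. No member of the MYC-repressed, MYC-activated, E2F-activated or let-7 groups passed when adjusted over the list alone. In the miR-29 family miR-29b-3p did so, and in the miR-200 family and miR-205 miR-141-3p (0.56), each as the 1 member of its group, though miR-141-3p was not above background in either insensitive line. The luminal or HER2 group had 3, with miR-182-5p (0.36) and miR-4728-3p (0.41) higher and miR-4728-5p (-0.41) lower. Camera gave adjusted p = 0.0987 for the miR-29 family, 0.152 for the miR-23/27/24 clusters, 0.0889 for the G1-arrest miR-15/16 and miR-34 families, 0.157 for p53-induced miRNAs such as miR-107 (difference 0.42), 0.152 for the miR-200 group, 0.734 for the luminal or HER2 group and 0.967 for basal or mesenchymal miRNAs. The 6 miRNAs the paper names were chosen on these samples and are not independent evidence (5 of 6 changed more in the sensitive lines, camera adjusted p = 0.0738, 2 adjusted over the list alone). Some of them are also members of the miR-29, miR-23/27/24, let-7, MYC-repressed and CDK6 groups. Fry called 0 of the groups, with a lowest adjusted p of 0.121.

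**Figure D2:**
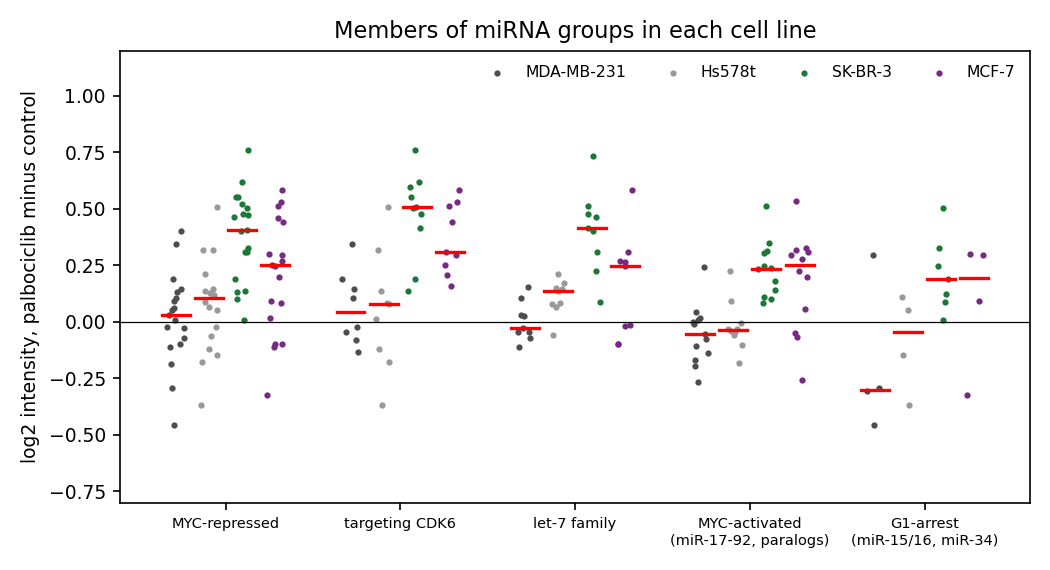
Log2 change with palbociclib (y axis) of the members of 5 miRNA groups detected on both arrays of a line, by cell line. Each point is 1 miRNA and each red line is the median.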

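MiR-29b-3p was 1.70-fold higher with palbociclib in SK-BR-3 and 1.44-fold higher in MCF-7, the sensitive lines, against 1.14-fold in MDA-MB-231 and 0.92-fold in Hs578t. MiR-24-3p, made from the miR-23/27/24 clusters, was higher in all 4 lines, by 1.65-fold in SK-BR-3, 1.48-fold in MCF-7, 1.30-fold in Hs578t and 1.18-fold in MDA-MB-231. On the log2 scale the changes in miR-29b-3p were 0.76 ± 0.31 in SK-BR-3, 0.53 ± 0.15 in MCF-7, 0.19 ± 0.06 in MDA-MB-231 and -0.12 ± 0.10 in Hs578t, and those in miR-24-3p 0.72 ± 0.13, 0.56 ± 0.09, 0.24 ± 0.12 and 0.38 ± 0.08 in the same order. Each error joins the SDs between the 3 spots of a probe on the untreated and the treated array, as the root of the sum of their squares. For MCF-7, with no spot values untreated, the SD of the treated array stood for both. The SDs were taken on raw log2 intensity, before correction and normalization, whereas the changes were taken after them. For a dim miRNA such as miR-29b-3p in SK-BR-3 the correction widened the change and not the error, so the error is too small beside it. The errors are not a spread between cultures. Past 1.5-fold, the size named in the Fig. 3a legend, both miRNAs were higher in SK-BR-3 and neither was in MCF-7, Hs578t or MDA-MB-231. In SK-BR-3 miR-29b-3p did not pass it without background subtraction (1.46-fold), and was 3.99-fold higher with the empty-spot median subtracted. Both passed it in MCF-7 too with the 75th percentile over detected miRNAs or over all probes and with the empty-spot median subtracted, miR-29b-3p alone with median scaling (1.502-fold), and both in the authors' processed table, where miR-29b-3p was 1.69-fold higher in SK-BR-3 and 1.57-fold in MCF-7 and miR-24-3p 1.56-fold and 1.53-fold. In SK-BR-3 miR-29b-3p lay close to the detection limit, with untreated spot intensities of 106, 157 and 114 and treated ones of 168, 166 and 158. In MCF-7 it had an intensity of 271 untreated, from the authors' processed table, and 278 treated, from the scanner file, and miR-24-3p 370 and 372. The higher values there came with the normalization between arrays, where the treated array had the lower median intensity (279 against 380.5). In SK-BR-3 the treated array was also dimmer (290 against 330), and miR-24-3p had an intensity of 359 untreated and 463 treated. A t-test between the spots of both arrays of a line, which the paper does not describe and which compares arrays and not conditions, could not be run in MCF-7. The paper states that both miRNAs were differentially expressed between sensitive and insensitive cells, and that palbociclib upregulated them in MCF-7 and SK-BR-3 and not in MDA-MB-231 and Hs578t.

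**Figure D3:**
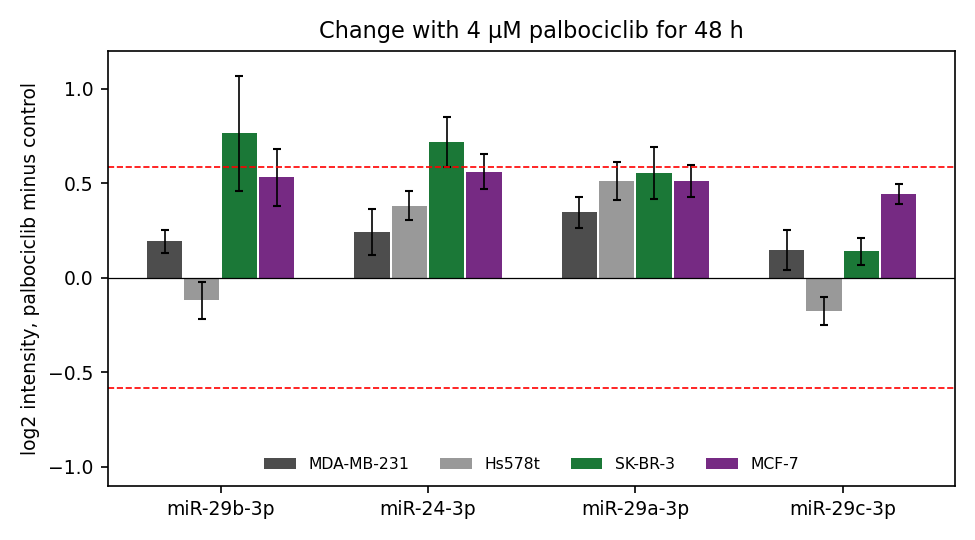
Log2 change with 4 µM palbociclib for 48 h (y axis) of miR-29b-3p, miR-24-3p, miR-29a-3p and miR-29c-3p in 4 cell lines. Bars are 1 treated against 1 untreated array, and dashed lines 1.5-fold. Error bars join the SDs between spots of both arrays on raw log2 intensity, before correction and normalization. In MCF-7 the treated array's SD stands for both.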

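MiRNAs made from the same transcripts as miR-24-3p were also higher in SK-BR-3 with palbociclib, by less. The log2 changes, given for MDA-MB-231, then Hs578t, then SK-BR-3, then MCF-7, were 0.09, 0.13, 0.47 and 0.20 for miR-23a-3p, 0.13, 0.09, 0.52 and 0.08 for miR-23b-3p, 0.02, 0.09, 0.46 and 0.17 for miR-27a-3p and 0.16, 0.13, 0.27 and 0.49 for miR-27b-3p. MiR-23a-5p, from the other strand, was lower in both sensitive lines (0.20, 0.07, -0.29 and -0.29), and miR-27a-5p stayed near its untreated level (0.00, -0.05, 0.19 and 0.13). Of the other miRNAs enlarged in Fig. 3a, miR-320e was higher in SK-BR-3 and Hs578t (0.03, 0.33, 0.58 and 0.06) and let-7a-5p in both sensitive lines (0.11, 0.14, 0.48 and 0.58). MiR-222-3p was detected in the insensitive lines alone, where it was 0.45 higher in MDA-MB-231 and 0.17 lower in Hs578t. MiR-24-2-5p was detected on 2 of the 8 arrays.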

To validate these microarray results, expression of these two miRNAs were studied in four cell lines using the qRT-PCR analysis. Of these two miRNAs, only miR-29b-3p was confirmed to be slightly but significantly upregulated in both MCF-7 and SK-BR-3 cells (Fig. 3c and Supplementary Fig. 3a). Furthermore, we examined miR-29b-3p expression in multiple breast cancer cell lines after palbociclib treatment. The luminal or HER2-positive cell lines had increased expression levels of miR-29b-3p, while TNBC cell lines did not have significant change of miR-29b-3p expression levels, which was consistent with previous findings (Fig. 3d). Conclusively, our data supports a role of miR-29b-3p in regulating palbociclib sensitivity in luminal or HER2-positive cell lines.

**Fig. 3:**
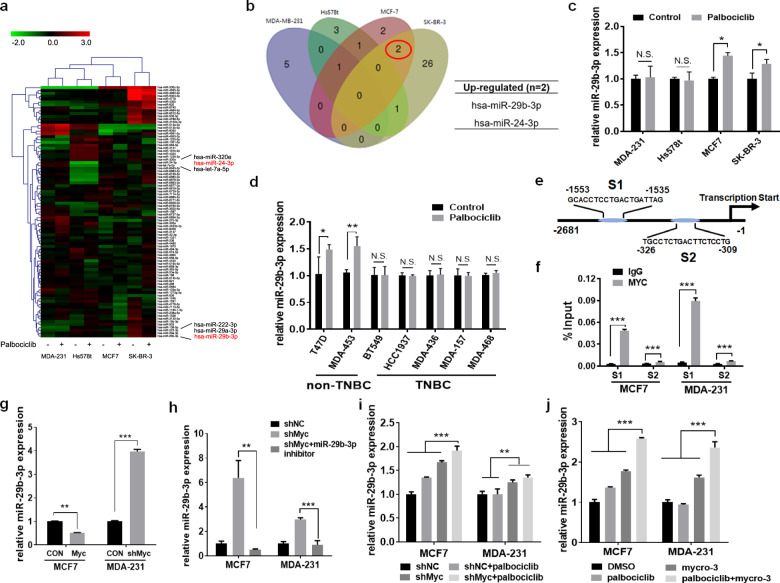
Palbociclib-induced miR-29b-3p is negative regulated by c-myc. **a** A miRNA microarray was performed to detect differentially expressed miRNAs of MDA-MB-231, Hs578t, MCF-7, and SK-BR-3 cells treated with or without 4 μM palbociclib for 48 h. The green in the legend represents downregulation, and the red represents upregulation (>1.5-fold change in expression, *P* < 0.05). **b** Venn diagrams for the number of differentially expressed miRNAs among four breast cancer cell lines after the treatment of palbociclib for 48 h. **c** Validation by quantitative real-time PCR (qRT-PCR) of miR-29b-3p in the four breast cancer cells treated with or without palbociclib. **d** miR-29b-3p in the other seven breast cancer cells treated with or without palbociclib were analyzed by qRT-PCR. U6 was used as an endogenous control for miRNA analysis. **e** Schematic model of c-myc binding sites in S1 promoter and S2 promoter of miR-29b-3p gene by bioinformatic analysis. The sites and sequences of three binding sites were indicated in model scheme. **f** Binding of c-myc in MCF-7 and MDA-MB-231 cells to the miR-29b-3p promoter region was analyzed by CHIP-qPCR. **g** qRT-PCR analysis of miR-29b-3p expression in MCF-7 and MDA-MB-231 cells after overexpression or knockdown of c-myc. Expression of miR-29b-3p in MCF-7 and MDA-MB-231 cells transfected with NC shRNA or c-myc shRNA treated with **h** miR-29b-39 inhibitor or **i** palbociclib was analyzed by qRT-PCR. **j** Expression of miR-29b-3p in MCF-7 and MDA-MB-231 cells following treatment with the indicated drugs was measured by qRT-PCR. Error bars indicate mean ± standard deviation.

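The number of miRNAs past 1.5-fold with palbociclib in each line depended on the size and the processing. MCF-7 had 28 miRNAs higher and 27 lower, SK-BR-3 17 higher and 11 lower, Hs578t 3 higher and 4 lower, and MDA-MB-231 2 higher and 8 lower. In the authors' processed table SK-BR-3 had 9 higher and 89 lower, and MDA-MB-231 and Hs578t had 8 higher each; without background subtraction SK-BR-3 had 9 and 6, and with the empty-spot median subtracted MDA-MB-231 had 47 and 51. At 2-fold the counts were 1 and 3 in MDA-MB-231, 1 and 1 in Hs578t, 2 and 0 in SK-BR-3 and 1 and 2 in MCF-7. In any of the 4 lines 92 miRNAs passed, and most of them did so in 1 line alone. Higher in SK-BR-3 and MCF-7 were miR-6763-5p, which was lower in MDA-MB-231 and Hs578t, and miR-6738-5p, which was also higher in Hs578t. The spots of both probes disagreed, with an SD on raw log2 intensity of 2.27 for miR-6738-5p in MCF-7, where its change was 0.69. For miR-6763-5p the SD was 0.93 in Hs578t, and in MDA-MB-231 its log2 change was -0.17 in the authors' table. Lower in SK-BR-3 and MCF-7 was miR-4684-3p (log2 -0.62 and -0.60). MiR-1228-3p passed upwards in MDA-MB-231 and SK-BR-3. Only in Hs578t were miR-363-5p and miR-4485 past 1.5-fold upwards, and only in MDA-MB-231 was miR-6511a-3p, which says nothing of a difference between lines, since none was tested by these counts. In SK-BR-3 the 10 miRNAs lower in that line alone included miR-494-3p and miR-6739-5p. No p was used with the 1.5-fold size, since each line had 1 array per condition. For 2 of the higher and 1 of the lower miRNAs in MCF-7, and 1 of the lower in MDA-MB-231, detection on 1 of the arrays alone made the fold a lower bound.

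**Figure D4:**
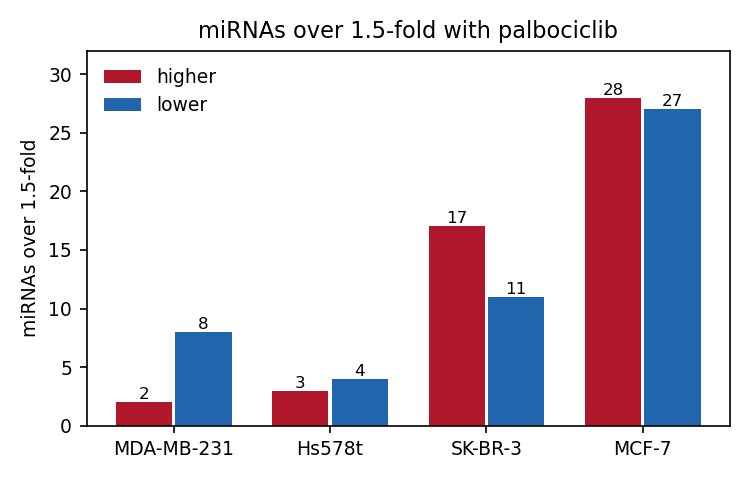
Number of miRNAs (y axis) over 1.5-fold higher (red) or lower (blue) with palbociclib in each of 4 cell lines. The bars run from 2 higher in MDA-MB-231 to 28 higher in MCF-7.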

On the basis of previous findings, aberrant c-myc activation may underlie the differences of palbociclib sensitivity among breast cancer subtypes. Moreover, miR-29b-3p, known to suppress tumor progression in various tumor types^24–26^, was found to be upregulated in palbociclib-sensitive luminal or HER2-positive breast cancer cells after palbociclib treatment. With this framework, we hypothesized that c-myc interacts with miR-29b-3p to regulate palbociclib sensitivity. Therefore, we used bioinformatics analysis to predict transcription factor binding sites in miR-29b-3p promoters, and it appears that both S1 and S2 promoters have the putative binding sites for c-myc (Fig. 3e). The chromatin immunoprecipitation (ChIP) analysis with the anti-c-myc antibody revealed that c-myc protein bound to the miR-29b-3p promoter (Fig. 3f). Further silencing c-myc increased the levels of both pre-miR-29b-3p and mature miR-29b-3p, while c-myc overexpression decreased both pre-miR-29b-3p and mature miR-29b-3p expression levels. Those data indicated that miR-29b-3p was regulated at the transcriptional level in this c-myc-mediated signaling (Fig. 3g and Supplementary Fig. 3b). Moreover, we also found that miR-29b-3p inhibitor decreased the elevated miR-29b-3p level but enhanced by the silence of c-myc (Fig. 3h). Interestingly, palbociclib treatment could more significantly increase the miR-29b-3p expression in cells transfected with the shMYC plasmid (Fig. 3i). Besides, higher levels of miR-29b-3p were also observed in cells treated with the combination of palbociclib and mycro-3, compared with monotherapy (Fig. 3j). Taken together, our data suggest that c-myc could negatively regulate miR-29b-3p expression by binding to the promoter region of miR-29b-3p.

### miR-29b-3p inhibits breast cancer cell growth and increases sensitivity to palbociclib

We next investigated the role of miR-29b-3p in breast cancer cells. First, we detected the expression levels of miR-29b-3p across the four cell lines (Supplementary Fig. 4a). Thus, we used miR-29b-3p mimics in MDA-231 and Hs578t cells, and miR-29b-3p inhibitor in SK-BR-3 and MCF-7 cells (Supplementary Fig. 4b, c). We found the miR-29b-3p-overexpressing cells exhibited significantly increased cell viability and proportion of cells arrested in the G_1_ cell-cycle phase (Fig. 4a–c). Consistent with its role of accelerating cell-cycle arrest, miR-29-3p inhibited Rb phosphorylation and decreased E2F1 expression (Fig. 4d). We further examined the effect of miR-29-3p in epithelial–mesenchymal transition (EMT) and cell migration process. We found that gain of miR-29-3p was sufficient to inhibit an EMT with significantly more E-Cadherin (Fig. 4d). Results from cell migration assays demonstrated a decreased cell migration after the transfection of miR-29-3p (Supplementary Fig. 4d, e). Furthermore, reducing miR-29-3p levels promoted cell proliferation, cell-cycle progression, colony formation, and cell migration (Fig. 4a–d). We next wanted to know whether miR-29b-3p overexpression would confer the sensitivity to CDK4/6 inhibition. We treated miR-29b-3p-transfected MDA-MB-231 and Hs578t cells with palbociclib. Indeed, cell sensitivity to palbociclib was more enhanced in miR-29b-3p-overexpressing cells (Fig. 4e). Similarly, loss of miR-29b-3p in MCF-7 and SK-BR-3 cells induced the resistance to palbociclib treatment (Fig. 4e). The concept of increasing palbociclib sensitivity by miR-29b-3p was further confirmed by colony formation assay (Fig. 4f). In conclusion, these data support that miR-29b-3p may inhibit breast cancer cell growth and increase sensitivity to palbociclib.

**Fig. 4:**
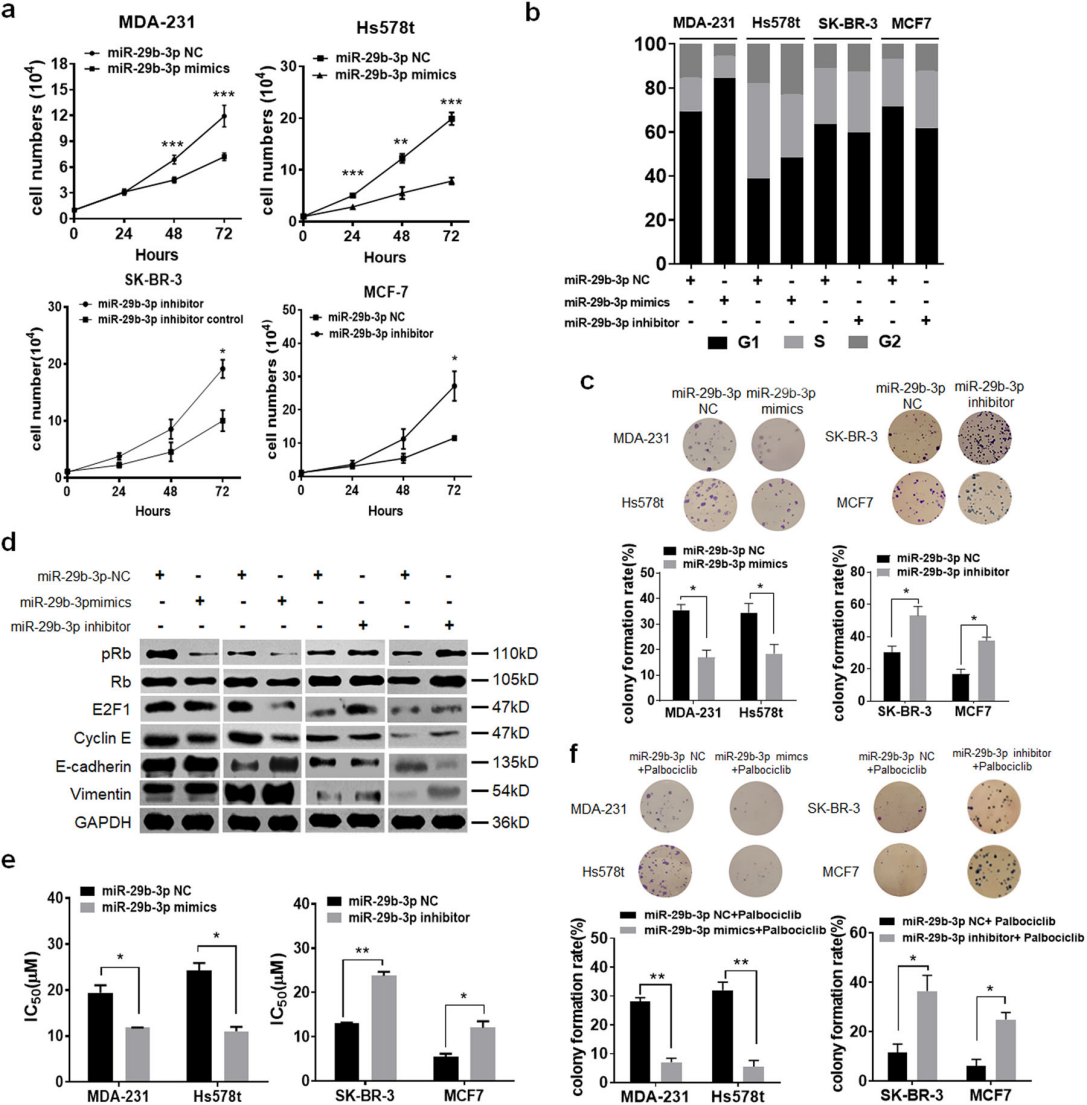
miR-29b-3p inhibits breast cancer cell growth and increases sensitivity to palbociclib. MDA-MB-231 and Hs578t cells were transfected with miR-29b-3p mimics or miR-29b-3p NC. SK-BR-3 and MCF-7 cells were transfected with miR-29b-3p inhibitor or miR-29b-3p. Then **a** cell viability, **b** cell cycle, and **c** colony formation were performed. **d** Western blot analysis of lysates from the four breast cancer cells after transfected. **e** IC_50_ of palbociclib for the four breast cancer cells after transfected. **f** Colony formation assays of the four breast cancer cells following the indicated transfections treated with palbociclib.

### miR-29b-3p negatively regulates CDK6 expression

We further explored the molecular mechanisms responsible for the multiple functions of miR-29b-3p. Potential target genes of miR-29b-3p were predicted by using tools including Targetscan and miRDB. The critical regulator of G_1_/S transition signaling, CDK6, predictively contains putative binding sites for miR-29b-3p in the 3′-untranslated region (UTR) (Fig. 5a). Luciferase activity of the reporter linked with CDK6 3′-UTR was repressed by transfection of miR-29b-3p mimics, and mutations of the 3′-UTR of *CDK6* completely abolished the repressive effects (Fig. 5b). Moreover, the mRNA expression levels of *CDK6* were remarkably reduced after transfection of miR-29b-3p mimics in both MDA-MB-231 and Hs578t cells, which were reversely upregulated following miR-29b-3p inhibition in SK-BR-3 and MCF-7 cells (Fig. 5c). Consistently, western blot analysis confirmed that the CDK6 protein levels were negatively modulated by miR-29b-3p (Fig. 5d). These findings indicate that miR-29b-3p could negatively modulate CDK6 expression by directly targeting its 3′-UTR.

**Fig. 5:**
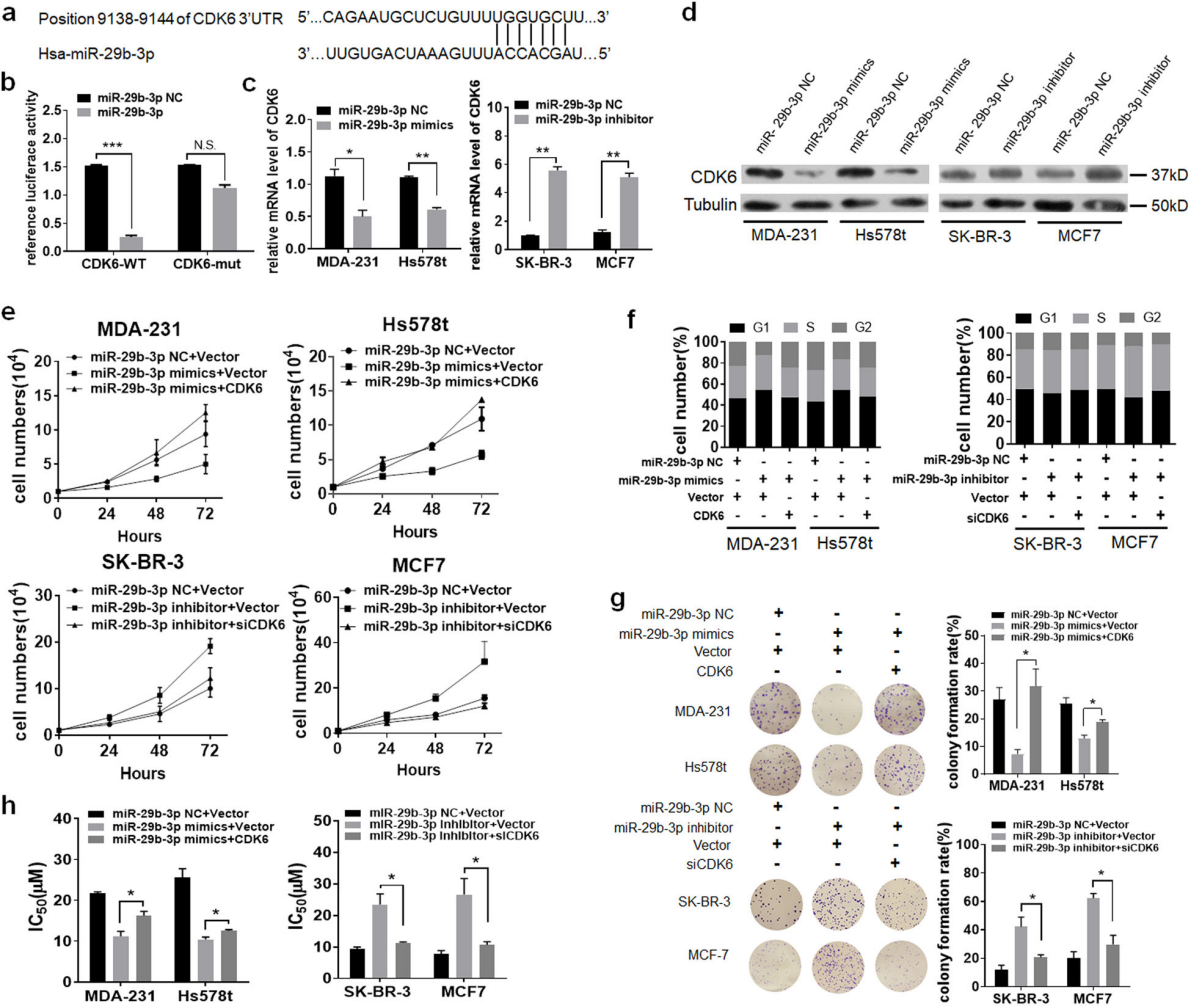
miR-29b-3p negatively regulates CDK6 expression. **a** Both Targetscan and miRDB tools showed schematic representation of putative binding site for miR-29b-3p in 3′-UTR of CDK6. **b** Luciferase reporter plasmids containing wild-type or mutant 3′-UTR of CDK6 was transfected with either miR-29b-3p mimics or a control miRNA into HEK293T cells. **c** qRT-PCR analysis of CDK6 expression in MDA-MB-231, Hs578t, SK-BR-3, and MCF-7 cells transiently transfected with either miR-29b-3p mimics or a control miRNA. **d** Western blot analysis detected the expression of CDK6 after knockdown or overexpression of miR-29b-3p. MDA-MB-231 and Hs578t cells were transfected with miR-29b-3p mimics or overexpression plasmid of CDK6. SK-BR-3 and MCF-7 cells were transfected with miR-29b-3p inhibitor or siCDK6 plasmid. Then **e** cell viability, **f** cell cycle, and **g** colony formation were performed. **h** IC_50_ of palbociclib for the four breast cancer cells after transfected as indicated. Error bars indicate mean ± standard deviation.

Next, the role of CDK6 in miR-29b-3p-mediated effects was evaluated. We demonstrated that overexpression of CDK6 in miR-29b-3p-transfected MDA-MB-231 and Hs578t cells attenuated the inhibitory effect of miR-29b-3p on multiple cancer-related functions, including cell growth, cell G_1_/S transition, and cell migration. Cells transfected with miR-29b-3p inhibitor induced cell growth and migration, as well as G_1_/S transition, whereas silencing CDK6 in the pre-transfected cells could antagonize the function of downregulating miR-29b-3p in SK-BR-7 and MCF-7 cells (Fig. 5e–g and Supplementary Fig. 5), suggesting that the biological effects of miR-29b-3p could be attributable to the altered CDK6 signaling. Consistently, CDK6 overexpression could reduce cell growth, migration and G_1_/S transition in miR-29b-3p-overepressing MDA-MB-231 and Hs578t cells (Fig. 5e–g and Supplementary Fig. 5). In addition, transfection of miR-29b-3p mimics enhanced sensitivity to CDK4/6 inhibition palbociclib, while upregulation of CDK6 could reverse this sensitivity (Fig. 5h). Taken together, these results disclosed that miR-29b-3p negatively regulates CDK6 expression.

### Inhibition of c-myc sensitizes breast cancer cells to palbociclib in vivo

To further explore whether c-myc affects the sensitivity of palbociclib to breast cancer cells in vivo, MDA-MB-231 cells stably transfected with sh-c-myc or control vector were inoculated into nude mice. Then the mice were treated with vehicle or palbociclib at a dose of 100 mg/kg twice a week orally. Over a period of three weeks, co-treatment with sh-c-myc and palbociclib significantly inhibited tumor growth, compared with single-agent treatment (Fig. 6a, b). We also observed that inhibition of c-myc enhanced miR-29b-3p level and silence of c-myc plus palbociclib treatment could significantly increase the miR-29b-3p expression (Fig. 6c). In addition, the expression levels of CDK6, c-myc, and Ki-67 were reduced more obviously in co-treatment group by using western blotting and immunohistochemistry staining (IHC staining) (Fig. 6d, e). Therefore, it appears that co-treatment with inhibition of c-myc and palbociclib significantly inhibited tumor growth in mice xenograft model.

**Fig. 6:**
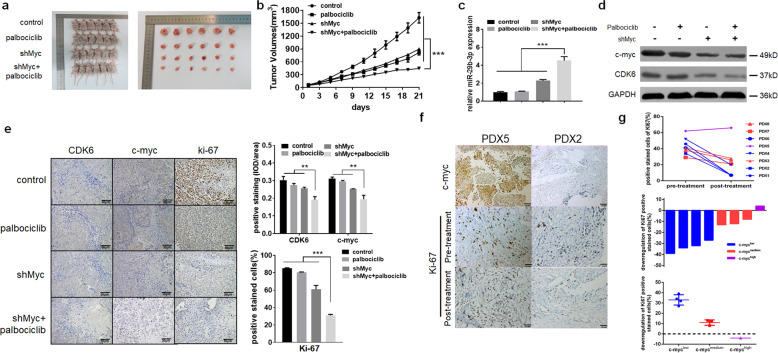
Inhibition of c-myc sensitizes breast cancer cells to palbociclib in vivo. Empty vector or shMyc were transfected into MDA-MB-231 cells, which were injected into nude mice, respectively. Mice bearing MDA-MB-231 xenografts with a tumor volume of 100 mm^3^ (6 for each group) was then randomly grouped and treated with vehicle (orally), or palbociclib at a dose of 100 mg/kg twice a week by oral gavage. **a** Visualization of the mice and tumors, after 21 days of initial treatment. **b** Tumor volumes were calculated every 3 days. **c** The qRT-PCR was performed to detect the average expression miR-29b-3p in xenograft tumors. **d** Western blot analysis of c-myc and CDK6 in xenograft tumors. GAPDH was used as an internal control. **e** The tumors were removed from the mice in 21 days after drug treatment ended, and immunohistochemical staining for CDK6, c-myc, and Ki-67 were conducted. Expression ratio of CDK6, c-myc, and ki67 in each of the treatment arms are shown. **f** Immunohistochemical staining of c-myc and Ki-67 in patient-derived tumor xenograft (PDX) model of patient 2 and 5. **g** The positive stained cells of Ki-67 before and after palbociclib treatment in all eight PDX models. Error bars indicate mean ± SD.

Next, we established patient-derived tumor xenograft (PDTX) models using eight tumor tissue samples. Among the eight patients, one was TNBC that had a high expression level of c-myc, and the other seven patients were non-TNBC with a low or medium expression level of c-myc (Supplementary Table 2). A dose of 100 mg/kg palbociclib was then used to treat the PDTX models every day for 7 days, and IHC staining of Ki-67 was performed to further explore the efficacy of palbociclib treatment. As shown in Fig. 6f, there was no change of Ki-67 expression in the PDX5 (TNBC patient), while the expression levels of Ki-67 in the PDX2 (Luminal patient) were significantly decreased after palbociclib treatment. The results of other PDTX models showed the same tendency (Fig. 6g). Taken together, our data suggest that inhibition of c-myc may sensitize breast cancer cells to palbociclib in vivo.

## Discussion

In the present study, we confirmed that compared with luminal or HER2-positive breast cancer cells, TNBC cells exhibited less sensitivity to CDK4/6 inhibition. Furthermore, by analyzing the differentially expressed genes between TNBC and non-TNBC groups, we selected c-myc as a critical factor implicated in G_1_/S transition, and we found that further inhibition of c-myc led to the enhanced palbociclib sensitivity. Moreover, we identified for the first time a c-myc/miR-29b-3p/CDK6 axis that might be responsible for the c-myc-induced palbociclib insensitivity, in which c-myc activation resulted in downregulation of miR-29b-3p, which enhanced CDK6 expression. Collectively, our preclinical work suggests that c-myc plays an important role in palbociclib sensitivity and are indicative as a potential predictor of palbociclib response by which the miR-29b-3p/CDK6 axis is critically involved in the c-myc-driven palbociclib insensitivity.

In PALOMA-2, with a 10-month improvement of PFS as the first-line treatment for advanced HR-positive, HER2-negative breast cancer, when combined with letrozole, palbociclib represents one of the best steps forward in the treatment of luminal breast cancer^9^. Nonetheless, questions remain regarding the molecular mechanism underlying the observed improvement in the treatment. The key change is the identification of predictive indicators and biomarkers for better patient selection. In the palbociclib-letrozole group, the rate of confirmed objective response was 55.3%, which suggests that nearly 45% of luminal HER2-negative breast cancer patients could not benefit from this combination. Moving forward, identifying response predictors will be essential for a rational use of palbociclib to avoid unnecessary disease progression and treatment-related costs.

C-myc controls for various biological functions, including cell growth and proliferation, differentiation and programmed cell death in aggressive breast cancer^27^. The genomic region, 8q24, which contains the c-myc oncogene locus, has been detected with a frequently amplified rate in the basal-like breast cancer^28,29^. Some emerging data suggest that c-myc overexpression is also implicated in drug resistance in different tumor types^30^. In the present study, we reasoned that c-myc overexpression might be indicative of the sensitivity to CDK4/6 inhibitor. As we hypothesized, we found that both the shRNA-mediated and small molecular inhibitor-induced inhibition of c-myc significantly increased palbociclib sensitivity. Besides, in patient-derived breast tumors, c-myc expression could serve as a predictive marker to assess the response of palbociclib. In fact, during the G_0_-to-S phase progression, an elevated expression of c-myc elicited a shortened G_1_ phase by activating the CDK4/6 activity, thus inducing palbociclib resistance in breast cancer. This led to a hypothesis in therapeutic intervention: for tumors displaying a significant shortening of G_1_ phase, specific targeting of cell-cycle regulators in the G_2_ phase can result in more cell death. An exciting application for this hypothesis was confirmed by Horiuchi et al.^31^, which indicates that aggressive breast tumors with elevated c-myc expression were uniquely sensitive to the CDK1/2 inhibitors. In conclusion, we have shown c-myc as a potential predictor of response for the CDK4/6 inhibition. It is likely that c-myc-overexpressing breast tumors might not be sensitive to the CDK4/6 inhibition but may be more responsive to the CDK1/2 inhibitors. Thus, the detection of c-myc activity has the potential to be translated into potential clinical use. Therefore, we propose that c-myc status will be useful as a predictive biomarker or indicator for the response to CDK4/6 inhibitors for the treatment of breast cancer.

To explore the mechanism of the c-myc signaling in palbociclib sensitivity, we further identified that miR-29b-3p was negatively regulated by c-myc in breast cancer cells. 

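On the arrays the 3 mature 3p members, miR-29a-3p, miR-29b-3p and miR-29c-3p, were detected in all 4 breast cancer lines, untreated and with 4 µM palbociclib for 48 h. Untreated, their intensities were 895, 662 and 254 in MDA-MB-231, 401, 201 and 159 in Hs578t, 165, 124 and 145 in SK-BR-3 and 338, 271 and 239 in MCF-7, in that order. With palbociclib miR-29a-3p was higher in 4 of 4 lines, by 0.35 to 0.55 on the log2 scale (mean 0.48, standard error 0.07, adjusted p = 0.382 from limma). The mean over 4 lines was 0.34 for miR-29b-3p (standard error 0.14, higher in 3 of 4 lines, adjusted p = 0.684) and 0.14 for miR-29c-3p (standard error 0.11, higher in 3 of 4 lines, adjusted p = 0.728), and the 3 members together were called by camera with a preset correlation (adjusted p = 0.00107, but adjusted p = 0.319 with an estimated correlation). Of the 5p members miR-29c-5p alone was on the authors' list, and it was detected in MCF-7 alone. The 3p members share much of their sequence, and the arrays gave no value for how far a probe binds the other members.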

The miR-29 family consists of three members: miR-29a, miR-29b, and miR-29c. Dysregulation of this family has been implicated in various cancers, including leukemia, lung cancer, liver cancer, breast cancer, and melanoma^24–26^. In breast cancer, miR-29b-3p is enriched in luminal breast cancer, and loss of miR-29b may promote metastasis or form a mesenchymal phenotype. Mechanistically, miR-29b is likely to inhibit a network of pro-metastatic regulators implicated in angiogenesis, collagen remodeling, and proteolysis to affect differentiation and epithelial plasticity^32,33^. In the present study, we found that miR-29b-3p was responsible for c-myc signaling-mediated palbociclib resistance. Both our gain- and loss-of-function studies demonstrated that miR-29b-3p dramatically suppressed the ability of breast cancer cells to promote proliferation and palbociclib resistance. Therefore, we have found that miR-29b-3p-mediated suppressive function depended on the repression of the CDK6 signaling. However, in the present study, we only determined the regulation of miR-29b-3p/CDK6 on the c-myc-induced palbociclib insensitivity. Several studies determined that clinical CDK4/6 Inhibitors are more potent against CDK4 than CDK6^34,35^. The role of miR-29b-5p and CDK4 on the palbociclib insensitivity in breast cancer should also be investigated in the future.

Based on the data presented above, we have defined a signaling axis that c-myc downregulates miR-29b-3p to promote activation of CDK6, thus inducing palbociclib resistance in breast cancer. In addition, we have shown that miR-29b-3p may be a tumor suppressor through repressing expression of CDK6, which is strongly involved in palbociclib sensitivity (Fig. 7). These findings demonstrate a predictive relevance in the signaling pathway initiated by c-myc, as we have identified c-myc as a potential predictor of the response to the CDK4/6 inhibition in breast cancer. Our findings also provide the rationale to identify tumors with c-myc overexpression and more predictive response to the combination of CDK4/6 inhibitors and c-myc inhibitors.

**Fig. 7:**
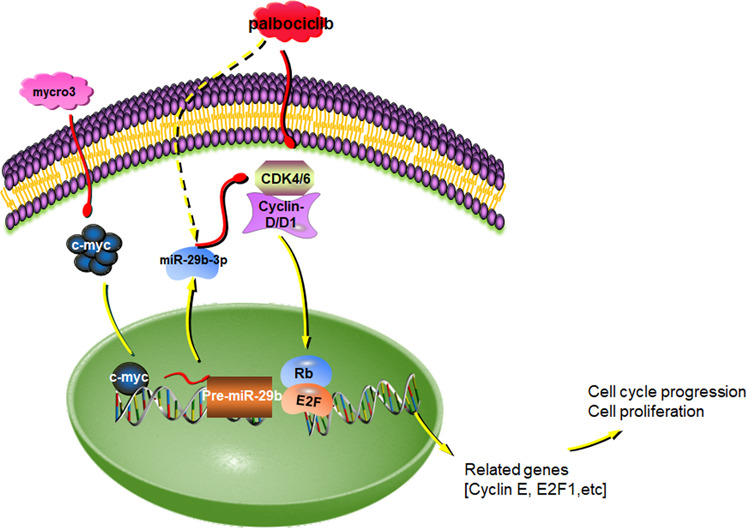
A schematic model of c-myc/miR-29b-3p/CDK6 axis in the regulation of palbociclib sensitivity in breast cancer cells. Mycro3, a selective c-myc inhibitor, inhibit the expression of c-myc. c-myc could negatively regulate miR-29b-3p expression by binding to the promoter region of miR-29b-3p. miR-29b-3p negatively modulate CDK6 expression by directly targeting its 3'-UTR, leding to the enhanced palbociclib sensitivity and induced tumor growth.

## Materials and methods

### Cell lines and culture conditions

The T47D, MCF-7, MDA-MB-453, SK-BR-3, MDA-MB-231, Hs578t, BT549, HCC1937, MB436, MB-157, and MDA-MB-468 cell lines were purchased in 2016–2017 from the Chinese Academy of Science Committee Type Culture Collection Cell Bank (Shanghai, China). Authenticity of these cell lines was done by Chinese Academy of Science Committee Type Culture Collection Cell Bank before purchase by STR DNA typing methodology. MDA-MB-231, MB-157, BT549, HCC1937, SK-BR-3, MDA-MB-453, T47D, and MCF-7 cells were grown in RPMI 1640 (Gibco, USA) supplemented with 10% fetal bovine serum (FBS) (Hyclone USA), Hs578t and MDA-468 cells were grown in DMEM supplemented with 10% FBS, MB436 was cultured in L15 medium with 10% FBS. All culture media contained 100 units/ml of penicillin and 100 units/ml of streptomycin and all cell lines were incubated in a humidified atmosphere with 5% CO_2_ at 37 °C.

### miRNA microarray

MDA-MB-231, Hs578t, SK-BR-3, and MCF-7 cells were treated with or without palbociclib for 48 h. For the miRNA microarray assay, the total RNA was isolated from the four cell lines using the Trizol Reagent (Invitrogen, Carlsbad, CA, USA). Small RNA was extracted by using a mirVana kit (Ambion, Austin, USA) and then labeled with Cy5 fluorescent dyes to hybridize to single-channel microarrays on each chip consisting of 2576 probes for the detection of 1321 human miRNA. The raw data were normalized and adjusted by using GenePix Pro 4.0 software. The miRNA expression in the experimental group (each cell line treated with palbociclib) was compared with that in the control group (each cell line with no treatment), and the fold change was calculated. The accession number for the deposited miRNA sequencing data reported in this paper is GEO: GSE136671.

### Antibodies and agents

For this study, we purchased the following antibodies against CCNA1 (Abcam, ab172317), CDC25A (Abcam, ab92892), E2F2 (Abcam, ab138515), E2F3 (Abcam, ab50917), c-myc (Abcam, ab39688), pRb (S795) (Cell Signaling Technologies, #9301), Rb (Abcam, ab181616), E2F1 (Abcam, ab179445), E-cadherin (Cell Signaling Technologies, #8834), Vimentin (Abcam, ab92547), cyclin E1 (Abcam, ab21142), CDK6 (Abcam, ab151247), Tubulin (Abcam, ab6160), β-actin (Abcam, ab8226), Ki-67 (Cell Signaling Technologies, #9449), mouse IgG (Cell Signaling Technologies, #7076), rabbit IgG (Cell Signaling Technologies, #7074), and GAPDH (Abcam, ab181603). Palbociclib and mycro-3 were obtained from MedChem Express, and both compounds were diluted in DMSO.

### Clinical samples and immunohistochemistry

Tissue microarray containing HBre-Duc140Sur-01 were provided by Outdo Biotech (Shanghai, China), which contained a total of 140 cancer cases of breast cancer and only a single punch for the one patient. Inclusion criteria included female sex, original histological diagnosis of invasive breast carcinoma, validation of the status of ER, PR, and HER2 as well as availability of clinical pathological data. Experiments with tumor tissues were conducted in compliance with the Helsinki Declaration and approved by the Ethics Committee of our hospital. Pathologic staging was performed in accordance with the International Union against Cancer tumor-lymph node-metastasis classification.

One hundred and twenty-four breast tumors were deparaffinized in xylene. Heat-mediated antigen retrieval was fulfilled with citrate buffer (BioGenex Laboratories, San Ramon, CA). Antibody against c-myc was used for immunohistochemistry staining. Antibody staining was visualized with 3,3′-Diaminobenzidine (DAB) (Sigma, D-5637) and hematoxylin counterstain. Analysis of immunohistochemistry was performed as previously described^36–38^.

### Cell viability assay

Cells were plated at the intensity of 4000–6000 cells per well in 96-well plates. The next day, cells were provided with the fresh medium including different concentrations of the indicated agents. After 48-h exposure of the indicated agents, cell survival was assessed with the Cell Counting Kit-8 in accordance with the recommended guideline (KeyGEN Biotech, Nanjing, China). Combination index (CI) values were calculated by using CompuSyn software (ComboSyn, Inc., NJ, USA).

### Quantitative real-time PCR

The total RNA was extracted from cells using the Trizol Reagent (Invitrogen, Carlsbad, CA, USA). For mRNA detection, c-myc and CDK6 mRNA expression was analyzed by the SYBR Premix Ex Taq II (Takara, Japan), following the manufacture’s introductions. Primer pairs were as follows: c-myc, forward 5′-CGTCTCCACACATCAGCACAA-3′ and reverse 5′-CACTGTCCAACTTGACCCCTCTTG-3′; CDK6, forward 5′-ACGTGGTCAGGTTGTTT-3′ and reverse 5′ GAPDH, forward 5′-TGTTGCCATCAATGACCCCTT-3′ and reverse 5′-CTCCACGACGTACTCAGCG-3′. For analysis of miRNA expression, the total RNA from tissues and cells was extracted from cells with the Trizol Reagent (Invitrogen, Carlsbad, CA, USA) according to the manufacture’s protocol and was reverse transcribed using the miRNA cDNA Synthesis kit (Abm Canada Inc., Milton, ON, Canada). The expression level of miR-29b-3p was detected by using RT Master Mix (Abm Canada Inc., Milton, ON, Canada). All the assays were performed in triplicate, and the results were normalized by the U6 expression. The following primers were used: miR-29b-3p, forward 5′-TCAGGAAGCTGGTTTCATATGGT-3′ and reverse 5′- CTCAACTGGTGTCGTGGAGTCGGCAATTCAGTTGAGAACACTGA-3′; pre-miR-29b, forward 5′-TCAGGAAGCTGGTTTCATATGGT-3′ and reverse 5′-CCCCCAAGAACACTGATTTCAA-3′; miR-24-3p, forward 5′-TGCCTACTGAGCTGATATCAGT-3′ and reverse 5′-GAATACCTCGGACCCTGC-3′; U6, forward 5′-CTCGCTTCGGCAGCACA-3′ and reverse 5′-AACGCTTCACGAATTTGCGT-3′; The relative expression of the target genes was determined using the 2^−ΔΔCt^ method.

### Western blot

The total protein was extracted using a RIPA buffer containing the protease and the phosphatase inhibitor cocktails, and protein concentrations were quantified by using a BCA kit (KeyGEN Biotech, Nanjing, China).

### Transfection assay

The siRNA targeting c-myc were transfected into cells by using lipoFilter (Hanheng, Shanghai, China) following the manufacturer’s instructions. Six hours after the transfection, we replaced the transfection with the normal ones. One of the three siRNAs for c-myc with the highest targeting efficiency was chosen for further studies (The targeted siRNA sequences are as follows: siMYC-1: 5′-ACGGAACUCUUGUGCGUAAUU-3′, siMYC-2: 5′-GAACACACAACGUCUUGGAUU-3′, siMYC-3: 5′-AACGUUAGCUUCACCAACAUU-3′, and control siRNA: 5′-UUCUCCGAACGUGUCACGUTT-3′). LV-myc-RNAi (67581-11; 5′-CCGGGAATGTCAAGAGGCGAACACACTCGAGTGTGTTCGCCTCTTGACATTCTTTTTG-3′) was purchased from GENECHEM (Shanghai, China). Cells were infected with viral particles in complete media. Eight hours later, media containing the viruses were washed and replaced with fresh media. Puromycin (Invitrogen, Carlsbad, CA, USA) selection for infected cells was performed for 14 days.

Cells were seeded in a 6-well plate and cultured for 24 h. On the following day, MDA-MB-231 and Hs578t cells were transfected with miRNA mimics (miR-29b-3p mimics, 5′-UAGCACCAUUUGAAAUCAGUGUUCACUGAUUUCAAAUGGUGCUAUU-3′) or negative control oligonucleotide (miR-29b-3p NC, 5′-UUCUCCGAACGUGUCACGUTT-3′) by using the transfection regent Lipofectamine^TM^ 2000 (Invitrogen, CA), according to the manufacturer’s instructions. SK-BR-3 and MCF-7 cells were transfected with miRNA inhibitors (miR-29b-3p inhibitor, 5′-AACACUGAUUUCAAAUGGUGUA-3′) or the NC (miR-29b-3p NC, 5′-CAGUACUUUUGUGUAGUACAA-3′). For the reduction and induction of CDK6 expression. GFP-tagged of human plenti/CDK6 and plenti/siCDK6 plasmid (5′-GAACAGACAGAGAAACCAAACTAACTTTA-3′) were purchased from Abm (Canada Inc., Milton, ON, Canada). Matched controls (plenti-Blank and Scrambled siRNA) were synthesized from Abm (Canada Inc., Milton, ON, Canada). Cells were transfected with plasmids using Lipofectamine™ 2000 (Invitrogen, CA) following the manufacturer’s instructions. Stably transfected cells were selected for 14 days in the presence of 2 μg/ml puromycin (Invitrogen, Carlsbad, CA, USA).

### Cell-cycle analysis

Cells were collected and centrifuged at 1500 rpm for 5 min. The cells were washed with ice-cold PBS and fixed with 70% ethanol overnight at −20 °C. The fixed cells were washed with PBS for 10 min and treated with RNAase A for 30 min followed by incubation with propidium iodide for 30 min at room temperature. The cell cycle in each specific sample were evaluated by the flow cytometer (FACS Calibur, BD Biosciences, USA) following the manufacture’s instruction.

### Colony forming assay

The cells were seeded in six-well plates at 500 cells per well. After incubating for 24 h, cells were treated with indicated drugs for 24 h. After the drug administration, cells were washed with PBS and were incubated in fresh medium for 14 days. The colonies were fixed with 100% methanol and stained with 0.5% crystal violet. Colonies containing over 50 cells were counted as survivors.

### Transwell assay

The cells were transfected with the distinct siRNA, plasmid or the lentivirus before performing the transwell assay. The migration assay was performed by using Corning™ 24-well invasion assay plate (Corning, NY, USA) according to the manufacturer’s instructions, and 2 × 10^4^ cells were seeded in 200 μL serum-free medium in which the indicated compounds were also attached in the upper layer. Then, 800 μL medium containing 10% FBS was injected to the lower chamber. After 24 h for incubation, the cells below the matrix membrane were consider as the migrated cells. After being fixed with the methanol and stained with the crystal violet, the inserts were photographed.

### ChIP assay

Chromatin immunoprecipitation (ChIP) assay was performed using the ChIP Assay kit according to manufacturer instructions. Briefly, 70% confluent MCF-7 and MDA-MB-231 cells were treated with DMSO for 24 h and then fixed in 1% formaldehyde for 15 min. Cells were lysed, and nuclei were pelleted by centrifugation. Nuclei were resuspended and sonicated on ice using a sonicator to shear the cross-linked DNA to an average length of 200–1000 bp and centrifuged at 12,000 rpm to remove insoluble material. Sheared chromatin was immunoprecipitated with 3 µg of anti-c-myc or control IgG antibody overnight at 4 °C. The immunoprecipitated DNA was treated with RNase for 30 min at 37 °C and then treated with proteinase K for an hour at 45 °C. DNA was then purified with the Qiagen PCR Purification Kit (Qiagen). The purified DNA was analyzed by Quantitative real-time PCR. Primers sequences used for the quantitative real-time PCR were as follows: S1, forward 5′-GCACCTCCTGACTGATTAG-3′ and reverse 5′-TTTCTCCGTCTGACTTTCC-3′; S2, forward 5′-TGCCTCTGACTTCTCCTG-3′ and reverse 5′-GTTGCCCAGACAAAGGTT-3′.

### Luciferase assay

The CDK6-3′-UTR-reporter assay was performed with 293T cells that were cultured in 24-well plates, which were then then co-transfected with 100 ng of the wild-type 3′-UTR reporter or mutant 3′-UTR reporter and 5 pmol of either the miR-29b-3p mimics or the miR-29b-3p NC. After 24 h of incubation, firefly and Renilla luciferase activities of the cell lysates were measured by using the Dual-Luciferase Reporter Assay System (Promega, WI, USA).

### Tumor xenograft experiments and immunohistochemistry

BALB/c nude mice (female, age 4–6 weeks) were purchased from Jinling Hospital (Nanjing, China) and maintained in a maintainer under controlled temperature and humidity, in a 12-h light-dark cycle, with sterile food and water ad libitum. Animal studies were performed in accordance with the Guide for the Care and Use of Laboratory Animals, and all experimental protocols were approved by the Animal Ethics Committee. A total of 24 mice were divided into two groups, empty or LV-c-myc-RNAi transfected- MDA-MB-231 cells (5 × 10^6^) were injected subcutaneously into the right anterior inguinal region of the mice. Tumor size was measured using callipers, and tumor volume was calculated according to the following equation: (long axis × short axis^2^)/2. When the average tumor volume reached ~100 mm^3^, 12 mice in each group are randomized into 2 groups. The mice were treated with vehicle (orally), or palbociclib at a dose of 100 mg/kg twice a week by oral gavage (p.o.). Tumors were measured once every 3 days. Tumors were taken 8 h after the last administration for the following experiments. Following deparaffinization, sections were rehydrated and subjected to antigen retrieval using citrate buffer (BioGenex, USA). The slides were incubated with the indicated antibodies (1:200) at 4 °C overnight. The following steps were performed as previously described. The percentages of positive cells were scored as previously described^37^. The IODs of each image were measured and counted by using Image-Pro Plus v6.0 software (Media Cybernetics Inc, Bethesda, MD, USA).

### Patient-derived tumor xenograft (PDTX) experiments

A total of eight breast tumor tissues were collected from The First Affiliated Hospital of Nanjing Medical University (Nanjing, China) in August 2018. No patients received chemotherapy or radiotherapy prior to the surgery. All patients participated in this study provided a written informed consent for the study. The experiments were approved by the Ethic Committee of the hospital and were conducted in compliance with the Helsinki Declaration. Disease histology was determined in accordance to the criteria of the World Health Organization. Pathologic staging was performed in accordance to the current International Union against Cancer tumor-lymph node-metastasis classification. The patient-derived tumor xenograft (PDTX) experiments were performed as previously described^39^.

### Statistical analysis

All statistical tests were conducted with GraphPad Prism version 8.0. Data were analyzed using a Student’s *t*-test and presented as mean ± SD of three independent experiments unless stated otherwise.

## Supplementary information

Supplementary tables and figure legends

Supplementary figure 1

Supplementary figure 2

Supplementary figure 3

Supplementary figure 4

Supplementary figure 5

# Supplementary material for: c-myc regulates the sensitivity of breast cancer cells to palbociclib via c-myc/miR-29b-3p/CDK6 axis
**Source:** Cell Death Dis. 2020 Sep 15;11(9):760. doi: 10.1038/s41419-020-02980-2
**Supplement:** Supplementary file 1 — Supplementary tables and figure legends

**c-myc regulates the sensitivity of breast cancer cells to palbociclib via c-myc/miR-29b-3p/CDK6 axis**

Wenfei Ji, Wenwen Zhang, Xin Wang, Yaqin Shi, Fang Yang, Hui Xie, Wenbin Zhou, Shui Wang, Xiaoxiang Guan

**Supplementary Table 1. The clinical and pathological characteristics of patients in tissue microarray**

| **Characteristics** | **Number of patients** | **%** |
| --- | --- | --- |
| **Tumor subtypes** |  |  |
| Luminal | 78 | 62.9 |
| HER2-positive | 20 | 16.1 |
| TNBC | 26 | 21 |
| **Age** |  |  |
| <35 | 6 | 4.8 |
| 35-49 | 43 | 34.7 |
| 50-59 | 32 | 25.8 |
| ≥60 | 43 | 34.7 |
| **Nodal status** |  |  |
| 0 | 45 | 36.3 |
| 1-3 | 38 | 30.6 |
| ≥4 | 37 | 29.8 |
| Unknown | 4 | 3.2 |
| **Histological grade** |  |  |
| <II | 34 | 27.4 |
| II-III | 89 | 71.8 |
| ≥III | 1 | 0.8 |
| Unknown | 0 | 0 |

**Supplementary Table 2. The list of patients from whom the tumor tissues have been taken for patient-derived xenografts (PDX) establishment**

**Supplementary figure legends**

**Supplementary figure 1 related to figure 1. TNBC expressed a high level of c-myc and is insensitive to Palbociclib than non-TNBC.** Expression levels of (a) CCNA1, (b) CDC25A, (c) E2F3 and (d) E2F2 in luminal(n=566), HER-2 positive(n=37) and triple negative(n=116) breast cancer samples from The Cancer Genome Atlas (TCGA) database. (e)The qRT-PCR and (f) western blot analysis were performed to detect c-myc in MCF-7 and MDA-MB-231 cells transfected with c-myc shRNA1, shRNA2, or shRNA3.

**Supplementary figure 2** **related to figure 2.** **Inhibition of c-myc expression induces palbociclib sensitivity.** (a) Western blot analysis of c-myc protein levels in MCF-7 and MDA-MB-231 cells treated with mycro-3. (b) Colony formation assays of MCF-7 and MDA-MB-231 cells transfected with shNC or shMyc after treatment with DMSO or palbociclib. Colonies were counted and captured. (c, d) Transwell experiment for the migration ability of MCF-7 and MDA-MB-231 cells 24h after treatment with shMyc transfection or the indicated drugs. Cells on the bottom surface of the well were counted. Representative images and data based on three independent experiments. Error bars indicate mean ± standard deviation.

**Supplementary figure 3** **related to figure 3.** **Palbociclib-induced miR-29b-3p is negative regulated by c-myc.** (a)The qRT-PCR was performed to detect miR-24-3p in the four breast cancer cells treated with or without palbociclib. (b) miR-29b-3p expression level was detected in the MCF7 and MDA-MB-231 cells after c-myc plasmid or shMyc transfection.

**Supplementary figure 4 related to figure 4.** **miR-29b-3p inhibits breast cancer cell growth and increases sensitivity to palbociclib.** (a) The qRT-PCR was performed to detect miR-29b-3p expression in MDA-MB-231, Hs578t, SK-BR-3 and MCF-7 cells. (b)The qRT-PCR was performed to detect miR-29b-3p expression after miR-29b-3p mimics transfected in MDA-MB-231 and Hs578t cells. (c) The qRT-PCR was performed to detect miR-29b-3p expression after miR-29b-3p inhibitor transfected in SK-BR-3 and MCF-7 cells. (d, e) Migration assays were performed in MDA-MB-231 and Hs578t cells after transfected with miR-29b-3p mimics or miR-29b-3p NC, or SK-BR-3 and MCF7 cells transfected with miR-29b-3p inhibitor or miR-29b-3p.

**Supplementary figure 5 related to figure 5. miR-29b-3p negatively regulates CDK6 expression.** (a) The qRT-PCR and (b) western blot analysis were performedto detect CDK6 expression after sh-CDK6-mediated knockdown in SK-BR-3 and MCF-7 cells and plasmid-medicated overexpression in MDA-MB-231 and Hs578t cells. (c) Western blot analysis and (d) migration assays were performed to detect CDK6 expression after transfection or treatment as indicated in the four breast cancer cells.

How the deposited data were processed for this re-analysis (not part of the article)

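Single-colour Cy5 arrays, 8 in all, measured miRNA in MCF-7, SK-BR-3, Hs578t and MDA-MB-231, each untreated and after 48 h with 4 µM palbociclib, with 1 array per line and condition. The authors scanned and extracted the arrays with Agilent Feature Extraction 10.7.1.1 by the submitters' deposited processing notes, while their methods name GenePix for normalization. The deposited scanner files hold the raw intensity of 9048 spots per array, as whole numbers up to a ceiling of 65535, with no background column and no flags. The authors' processed table holds an intensity on the linear scale for 1322 miRNAs. Apart from untreated MCF-7, each sample's column follows the rank order of the spot medians of its scanner file (Spearman rho of 1.00). The text of the paper does not name how that table was scaled or why other probes were left out. The 1217 human miRNA probes outside the table had a median intensity of 102, and 0 of them reached 150 on any array.

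The scanner file deposited for untreated MCF-7 was identical to that of MCF-7 with palbociclib in 9048 of 9048 spots, where the most alike pair of other files shared 4.92%. The table's MCF-7 columns differ, and that of untreated MCF-7 holds whole numbers alone, as unscaled intensities would. Its values were used for untreated MCF-7, and 7 scanner files for the other samples. Spot spreads and tests between spots were therefore not available for untreated MCF-7.

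Before the data were examined, normexp on foreground and background with an offset of 50 and quantile normalization between arrays had been chosen, as had a detection limit of the mean plus 2 SD of the background. Without a background column, normexp was run on the foreground alone. The 1315 empty spots of each array included 19 to 27 above an intensity of 150, which carried the mean plus 2 SD to between 890 and 2872, so the median plus 2 robust SD was used (110.9 to 113.9) and the rule as first written was kept as an alternative. For untreated MCF-7 the highest limit, 113.9, was used. Tests covered the 1252 miRNAs detected on at least 4 arrays, a number chosen after the files were seen. The raw spots of a probe were averaged on the log2 scale before normexp. On each array 1178 to 1259 miRNAs were detected, and 5 to 14 spots or values were at the scanner ceiling. The number of arrays limits the precision.

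Within a line, a miRNA was counted by size alone (over 1.5-fold) where it was detected on both arrays, or on 1 of them with the fold as a bound. Across lines, limma 3.58.1 in R 4.3.3 (lmFit, eBayes, Benjamini-Hochberg, threshold 0.05) tested the palbociclib effect over 4 lines with the cell line as a block, its difference between the 2 sensitive and 2 insensitive lines, which leaves 2 residual degrees of freedom, and the difference in level between these groups on each line's mean. The pairing of treated and untreated arrays by line was checked: the arrays of a line were more alike (lowest r 0.991) than any of different lines (highest r 0.978). The self-test, run on simulated data of 1252 miRNAs, recovered 86.4%, 95.5% and 100% of miRNAs that changed by 0.585, 1 and 2 on the log2 scale for the effect, 21.2%, 74.6% and 97.0% for the difference and 1.52%, 29.9% and 71.6% for the level, with 10, 3 and 4 calls among 1052 unchanged miRNAs.

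The 16 miRNA lists were written beforehand, from the paper and general knowledge: the miR-29 family, the miR-23/27/24 clusters, the miRNAs the paper names, MYC-activated clusters, MYC-repressed miRNAs, the let-7 family, E2F-activated miRNAs, G1-arrest miRNAs, p53-induced miRNAs, miRNAs known to target CDK6, the epithelial miR-200 family and miR-205, luminal or HER2 and basal or mesenchymal breast cancer miRNAs, and miRNAs of blood cells, of fibroblasts and smooth muscle, and of other tissues. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry. Within each line the list's median was ranked among 10000 random lists matched on intensity. The miRNAs named are, by a rule written beforehand, those the paper names in its text or enlarges in Fig. 3a, the miR-29 and miR-23/27/24 families, the 5 largest higher and 5 largest lower in each line, the 10 smallest p of each comparison, and up to 4 examples of each list. The values the paper prints for its own miRNAs had been seen.

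The alternatives set beforehand were no background subtraction, subtraction of the empty-spot median with a floor of 10, scaling to the median or to the 75th percentile (over detected miRNAs or all probes), cyclic loess, the authors' processed table, no filter or detection on all 8 arrays, the median of the spots, a 2-fold size, a t-test over spots, the methods' t-test over lines, no block for the line, untreated arrays alone, duplicateCorrelation by line, fry, and each line left out in turn. Added after the values were seen were the detection limit as first written, camera with an estimated correlation, the authors' table together with the test over spots, other splits of the lines, miR-29b-3p without 1 spot, and random lists of low-numbered miRNAs. Figures were drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.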

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

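The tests of exchanged names in Fig. 3b, of the markers miR-342-3p and miR-4728-3p and of the other splits, and the use of the median of the spots, cyclic loess and the authors' table to weigh an explanation, were chosen after the results were seen, while the limma fits and these settings themselves were set beforehand.

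MiR-6763-5p met the test of a difference between groups: its change with palbociclib was 1.86 higher on the log2 scale in the sensitive than in the insensitive lines (adjusted p = 0.00536 from limma, the 2 sensitive lines above the 2 insensitive). A candidate explanation is 1 deviating spot among the 3 of its probe, which the median of the spots would set aside. In untreated SK-BR-3 the spots were 20534, 4426 and 2281, and in Hs578t with palbociclib 29264, 10729 and 8759. Where spots disagree this much the median rests on 1 of them, so the size it gives does not show a stable difference. With the median of the spots the difference was 1.89 and the adjusted p was 0.187, so the call ended while the size did not fall, and over all alternatives the adjusted p ran from 3.55e-05 to 1. In MDA-MB-231 with palbociclib the spots were 8528, 8547 and 1149, and by their median the change there was 0.00 in place of -0.93. A response to palbociclib stays open, since 1 array per condition cannot be set against a repeat culture.

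SK-BR-3 and MCF-7 shared much of their change with palbociclib (r = 0.585 across 1095 miRNAs, against -0.32 to 0.14 for the 5 other pairs of lines). The tables argue against a trend with intensity between arrays as the whole cause, since r was 0.590 after cyclic loess. With all 8 arrays from the authors' table r was 0.453. This cannot decide whether the separate source of untreated MCF-7 played a part, since in that table too this sample alone held only whole numbers. A response common to the sensitive lines (0.585) and labelling or hybridization in which these pairs of arrays happened to differ cannot be told apart with 1 array per condition. Median intensity, untreated and treated, was 330 and 290 in SK-BR-3, 380.5 and 279 in MCF-7, 295 and 279 in MDA-MB-231 and 364 and 378 in Hs578t. Detected miRNAs numbered 1254 and 1214 in SK-BR-3 and 1237 and 1178 in MCF-7. They numbered 1194 and 1193 in MDA-MB-231 and 1259 and 1256 in Hs578t. The real grouping of the lines gave 281 miRNAs at an unadjusted p under 0.05 and the highest other split 13, and 3 splits are too few for a share under 0.05 (1 of 3).

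Fig. 3b and the deposited values matched more closely with the names SK-BR-3 and MCF-7 exchanged. In the authors' table, past 1.5-fold upwards and past a t-test between spots where it could be run, 14 of the 15 regions of the diagram held the count the figure prints with the 2 names exchanged, against 11 as labelled, and several of these regions hold 0. Without the test between spots, which was added after the values were seen and could not be run in MCF-7, the table gave 9 against 7, a gap below the bar of 3 regions, itself set after the values were seen. An exchange of the 2 names between the figure and the deposited labels is a candidate explanation, found on the same values. Which of them holds it is open: miR-342-3p, which marks luminal tumours, was detected on the arrays labelled SK-BR-3 and not on those labelled MCF-7 (0.88 on the log2 scale over a value at background, so no exact size). MiR-4728-3p, from an intron of the HER2 gene ERBB2, had a mean log2 level of 9.64 on the arrays labelled SK-BR-3 and 9.65 on those labelled MCF-7, which does not separate them. Both lines are in the sensitive group, so the tests between groups do not depend on it.

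The palbociclib effect over 4 lines gave 75 miRNAs at an unadjusted p under 0.05, and the 7 other ways of exchanging arrays within lines gave up to 197. With 8 ways, a share under 0.05 cannot be reached (3 of 8 gave as many), and the higher count points to a structure of the samples.

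In data the paper did not analyse, 11 probes for small nuclear or nucleolar RNA were above the detection limit on all 7 arrays with a scanner file of their own, at intensities from 185 up to the scanner ceiling. Outside the authors' table, 8 human miRNA probes were above the detection limit on all 7 arrays.

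No sample was far from the others by Dixon's test in the changes of the 6 miRNAs the paper names or in the arrays' number of detected miRNAs and median intensity.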

How the results depend on the processing

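Chosen after the data were seen were the detection limit as first written and camera with an estimated correlation; the other alternatives were set beforehand. The tallies that follow count each result once under each alternative run for it, so they are not numbers of miRNAs. For the 25 values and counts that answer a comparison, 232 stayed within their spread or within 1.5 times and 86 moved. For the 120 results of single miRNAs, 974 stayed, 188 moved, 15 newly passed the test, 11 no longer did and 4 reversed. Those that no longer passed were all of miR-6763-5p or miR-141-3p, each under several alternatives. MiR-29b-3p was higher in SK-BR-3 (0.55 to 2.00), MCF-7 (0.45 to 0.72) and MDA-MB-231 (0.11 to 0.41) and lower in Hs578t (-0.24 to -0.08) under all alternatives run, and miR-24-3p was higher in all 4 lines. The difference between sensitive and insensitive lines did not pass for miR-29b-3p (adjusted p 0.0743 to 1) or miR-24-3p (0.188 to 1) in any of 16 alternatives. The palbociclib effect called 0 miRNAs under every alternative but the methods' t-test. Signal over background limits dim miRNAs such as miR-29b-3p in SK-BR-3. Unless said otherwise, the cause was not tested.

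Counts below are of miRNAs over 1.5-fold higher and lower with palbociclib. Without background subtraction, SK-BR-3 had 9 higher and 6 lower. With the empty-spot median subtracted and a floor, which by construction widens the changes of dim miRNAs, they were 47 and 51 in MDA-MB-231, 42 and 49 in Hs578t, 76 and 72 in SK-BR-3 and 107 and 85 in MCF-7; miR-29b-3p was 2.00 in SK-BR-3 and 0.72 in MCF-7, miR-24-3p 0.46 in Hs578t and 0.69 in MCF-7, and the difference between groups called 0 miRNAs and the level 3. With median scaling MDA-MB-231 had 4 higher, and the difference called 2. With the 75th percentile over detected miRNAs, MDA-MB-231 had 6 higher, Hs578t 9 lower, and miR-29b-3p was -0.23 in Hs578t; over all probes these were 5, 9 and -0.24, and SK-BR-3 had 7 lower. With cyclic loess SK-BR-3 had 7 lower, MCF-7 41 lower, miR-29b-3p was 0.11 in MDA-MB-231 and the difference called 4.

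In the authors' processed table, MDA-MB-231 had 8 higher and 5 lower, Hs578t 8 higher, SK-BR-3 9 higher and 89 lower and MCF-7 42 lower; miR-29b-3p was 0.41 in MDA-MB-231, the difference called 0, and in MDA-MB-231 miR-6752-5p reversed to 0.75 and miR-7704 to 0.0893. Of 88 miRNAs lower in SK-BR-3 on both arrays of that table, 88 were lower and 10 past 1.5-fold under quantile normalization, and the table's median change over all miRNAs of that line was -0.12. With the median of the spots, MDA-MB-231 had 7 higher and 4 lower, Hs578t 7 higher, the difference called 0, and in MDA-MB-231 miR-6752-5p reversed to 0.54 and miR-7704 to 0.0210.

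Without a filter MDA-MB-231 had 4 higher. With detection on all 8 arrays the level called 0, since miR-141-3p is not tested there. With the detection limit of the mean plus 2 SD of all empty spots, far fewer miRNAs were detected, and the counts were 0 and 4 in MDA-MB-231, 1 and 1 in Hs578t, 4 and 2 in SK-BR-3 and 8 and 5 in MCF-7, with 0 lists called for the effect, 0 for the difference and 0 miRNAs for the level. At 2-fold, a stricter size, they were 1 and 3 in MDA-MB-231, 1 and 1 in Hs578t, 2 and 0 in SK-BR-3 and 1 and 2 in MCF-7. With a t-test over spots added, MDA-MB-231 had 1 and 4 and Hs578t 2 lower; it could not be run in MCF-7.

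With no replicate block for the cell line, so without the pairing, 5 lists were called for the effect (9 with it), 0 for the difference (5 with it) and 0 miRNAs for the difference. The methods' t-test over lines called 1 miRNA for the effect and 0 for the difference. Leaving out each line in turn, with the lone line of a group assumed to vary like the others, gave 0 to 24 miRNAs for the difference (24 without SK-BR-3, 2 without MCF-7), 1 to 8 lists for the difference (1 without SK-BR-3, 8 without MCF-7, 3 without MDA-MB-231) and 0 to 0 miRNAs for the level, which had 1. All 8 arrays with duplicateCorrelation gave 11 for the level. Fry called 0 lists for the effect and 0 for the difference, as did camera with an estimated correlation (0 and 0).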

Differences from the paper's values

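The counts below use the 1.5-fold size of the Fig. 3a legend without its P, since each line had 1 array per condition, and add higher and lower miRNAs unless said otherwise, since the legend of Fig. 3b names no direction. The alternatives named were set before the data were examined unless said otherwise.

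The paper gives 1321 human miRNAs for the chip. The array holds 2539 human miRNA probes and the authors' table 1 more than the number the paper gives. None of the alternatives bears on this count.

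For MDA-MB-231 the paper's count is about 6 in Fig. 3b, read by eye, against 10 here. The count is within 1.5 times of the paper's without background subtraction (9), with cyclic loess (9), with detection on all 8 arrays (8), at 2-fold (4) and with a t-test over spots (5), and outside it with the floor subtraction (98), median scaling (11), the 75th percentile over detected miRNAs (13) or all probes (12), the authors' table (13), the median of the spots (11) and no filter (12).

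For MCF-7 the paper's count is about 6 in Fig. 3b, read by eye, against 55 here, and each alternative run for it lies outside 1.5 times of the paper's, from 3 at 2-fold to 192 with the floor subtraction. For SK-BR-3 it is about 29 in Fig. 3b, read by eye, and 28 here, which does not count as a difference by this sum of both directions, while upward changes alone number 17. Upward changes past 1.5-fold in the authors' table together with a t-test over spots, a setting chosen after the values were seen, numbered 6 in MDA-MB-231, 6 in Hs578t and 6 in SK-BR-3, and 33 in MCF-7 where that test could not be run. This matches the printed totals of MDA-MB-231 and Hs578t, and matches for SK-BR-3 the total the figure prints for MCF-7. In this setting 2 miRNAs, miR-29b-3p and miR-24-3p, were higher in SK-BR-3 and MCF-7 alone, which matches the figure, so it drops 0 of the miRNAs the paper names for that region.

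In Fig. 3b the paper places about 2 miRNAs, read by eye, in the region shared by MCF-7 and SK-BR-3 alone, against 0 here when a miRNA past 1.5-fold in an insensitive line in either direction is left out. Counted by upward changes alone it is 1, miR-6763-5p, which was lower in both insensitive lines (in MDA-MB-231 -0.93 on the log2 scale here, but -0.17 in the authors' table). With such miRNAs left out, the 75th percentile over detected miRNAs, the 75th percentile over all probes and the authors' table give 2, in each case miR-29b-3p and miR-24-3p, and by upward changes alone the authors' table gives 3, with miR-6763-5p. With miRNAs past 1.5-fold in an insensitive line left out, median scaling gives 1 (miR-29b-3p) and the floor subtraction 10, which include both. No background subtraction, cyclic loess and the median of the spots give 0.

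The paper states from its arrays that miR-29b-3p and miR-24-3p were upregulated in the sensitive lines and not in the insensitive ones. Of these miRNAs its qRT-PCR found only miR-29b-3p upregulated in MCF-7 and SK-BR-3, slightly but significantly. On the arrays here both miRNAs were higher in both sensitive lines, past 1.5-fold in SK-BR-3 (1.70 and 1.65) and short of it in MCF-7 (1.44 and 1.48). MiR-29b-3p was also higher in MDA-MB-231 (1.14), and miR-24-3p in MDA-MB-231 (1.18) and Hs578t (1.30). In Fig. 3a MDA-MB-231 and Hs578t join before the other lines, whereas over the 92 miRNAs past 1.5-fold in any line the arrays of MDA-MB-231 here joined those of SK-BR-3 (mean r 0.937). Clustered by their changes, MDA-MB-231 and Hs578t joined each other, as did SK-BR-3 and MCF-7.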

Other observations

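By p, the first differences in miRNA level between the sensitive and insensitive lines were in epithelial and in basal or mesenchymal miRNAs. MiR-141-3p of the epithelial miR-200 family was higher in 2 of 2 sensitive lines (intensity 824 to 1289) than in MDA-MB-231 and Hs578t (87 to 92), where it was not above background, so that no exact fold is given (adjusted p = 0.0154 from limma). It was the 1 miRNA of 1252 to pass, with 45 at an unadjusted p under 0.05, and 0 passed with any line left out. MiR-200c-3p (730 to 1932 against 104 to 110, below the detection limit, adjusted p = 0.116) and miR-200b-3p (294 to 572 against 102 to 136, detected on 2 of 4 insensitive arrays, adjusted p = 0.828) were also higher in 2 of 2 sensitive lines. MiR-200a-3p and miR-429 were detected on the arrays labelled SK-BR-3 alone. The epithelial list of 3 tested members was called by camera (adjusted p = 4.23e-12, adjusted p = 0.235 with an estimated correlation) and by fry (adjusted p = 0.00213), with 3 of 3 past when adjusted over the list alone. All 11 basal or mesenchymal miRNAs were lower in the mean of the sensitive lines, 7 of them past when adjusted over the list alone and 0 over all miRNAs (camera adjusted p = 9.51e-14, adjusted p = 0.235 with an estimated correlation). This did not hold for each line: miR-31-5p had a mean log2 level of 7.09 in MCF-7 and was not detected in MDA-MB-231. MiR-22-3p had 9.44 in MCF-7 and 9.42 in Hs578t. Among the 11, miR-125b-5p, detected on all 8 arrays, was lower in 2 of 2 sensitive lines (log2 -2.35, adjusted p = 0.758 from limma). MiR-138-5p was detected on no sensitive array (98 to 104, against 403 to 532 in the insensitive lines, adjusted p = 0.116 from limma), and miR-146a-5p and miR-222-3p were likewise detected in the insensitive lines alone. MiR-100-5p was detected on 1 and miR-221-3p on 2 of the 4 sensitive arrays, so that no exact size is given for these. The list named in the paper was lower in the mean of the sensitive lines (5 of 6 members, camera adjusted p = 0.00374, adjusted p = 0.559 with an estimated correlation), and the other 10 lists were not called (camera adjusted p of 0.132 or more). MiR-3622b-5p (0.97) and miR-339-5p (1.03) were higher and miR-10a-5p, detected on no sensitive array, lower in 2 of 2 sensitive lines, each with an adjusted p of 0.861 from limma. MiR-29b-3p had its highest level in MDA-MB-231 (mean log2 9.50), followed by MCF-7 (7.87), Hs578t (7.16) and SK-BR-3 (6.68).

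Hs578t alone carried high levels of miRNAs known from fibroblasts and smooth muscle: miR-143-3p (intensity 564 untreated), miR-199a-5p (255) and miR-145-5p (626, against 188 to 236 in the other lines untreated). With palbociclib the 4 listed members detected there had a median log2 change of 0.10. The listed blood cell miRNAs, miR-150-5p and miR-486-5p, had median changes of -0.08 in MDA-MB-231, -0.07 in Hs578t, 0.12 in SK-BR-3 and 0.15 in MCF-7 over 2 members, and those of other tissues 0.06, -0.21, 0.27 and -0.22 over 1 or 2 members.

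Over all 4 lines palbociclib gave 0 miRNAs past an adjusted p of 0.05 from limma, with 75 at an unadjusted p under 0.05 (60 higher, 15 lower), while the methods' t-test gave 62 at that level and 1 after adjustment, miR-3174. Among miRNAs detected on all 8 arrays, the smallest p after miR-29a-3p were those of miR-22-3p (0.43, standard error 0.07, adjusted p = 0.386), miR-24-3p (0.48, standard error 0.10, adjusted p = 0.637), miR-6765-3p (0.36), miR-5195-5p (0.29), miR-20b-5p (0.32), miR-3174 (0.25), miR-6131 (0.29), miR-5739 (0.28) and miR-125a-5p (0.34), each higher in 4 of 4 lines. Camera with a preset correlation called 9 of 13 lists upwards, and 0 were called with an estimated correlation (lowest adjusted p = 0.319) or with fry (lowest 0.0996). They were the MYC-repressed list (18 of 20 higher, adjusted p = 4.47e-06), the CDK6-targeting list (10 of 10, 9.73e-06), the let-7 family (9 of 9, 0.000424), the miR-23/27/24 clusters (6 of 7, 0.000488), the miR-29 family, the basal or mesenchymal list (10 of 11, 0.00257), the MYC-activated clusters (10 of 12, 0.0256), p53-induced miRNAs (4 of 4, 0.0392) and, not independent since the study chose it, the list named in the paper (6 of 6, 4.47e-06). Not called were the E2F-activated (adjusted p = 0.275), G1-arrest (0.481), epithelial (0.109) and luminal or HER2 (0.269) lists.

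Tests of this paragraph were chosen after the results were seen. MiRNAs numbered up to 200 and the let-7 family, as a class, had a median log2 change with palbociclib of 0.20 in SK-BR-3, 0.12 in MCF-7, 0.05 in Hs578t and 0.03 in MDA-MB-231, with no test of the difference between lines. A candidate explanation for the medians of the MYC-repressed list is this shift of the class. In SK-BR-3 the list lay at the 99.7 percentile of random lists drawn from the class alone. Random lists draw miRNAs singly, while this list holds whole families such as let-7, whose members may not change independently. The percentile therefore cannot exclude the shift. In MCF-7 the list lay at the 92.9 percentile, within what the class gives. The CDK6-targeting list lay at 99.8 and 98.1 in SK-BR-3 and MCF-7. Why the class had these medians was not tested.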
